# Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response

**DOI:** 10.1002/pld3.518

**Published:** 2023-08-12

**Authors:** Alexandra Miricescu, Ailbhe Jane Brazel, Joseph Beegan, Frank Wellmer, Emmanuelle Graciet

**Keywords:** barley, *Hordeum vulgare*, RNA‐seq, transcriptomics, waterlogging

## Abstract

Waterlogging leads to major crop losses globally, particularly for waterlogging‐sensitive crops such as barley. Waterlogging reduces oxygen availability and results in additional stresses, leading to the activation of hypoxia and stress response pathways that promote plant survival. Although certain barley varieties have been shown to be more tolerant to waterlogging than others and some tolerance‐related quantitative trait loci have been identified, the molecular mechanisms underlying this trait are mostly unknown. Transcriptomics approaches can provide very valuable information for our understanding of waterlogging tolerance. Here, we surveyed 21 barley varieties for the differential transcriptional activation of conserved hypoxia‐response genes under waterlogging and selected five varieties with different levels of induction of core hypoxia‐response genes. We further characterized their phenotypic response to waterlogging in terms of shoot and root traits. RNA sequencing to evaluate the genome‐wide transcriptional responses to waterlogging of these selected varieties led to the identification of a set of 98 waterlogging‐response genes common to the different datasets. Many of these genes are orthologs of the so‐called “core hypoxia response genes,” thus highlighting the conservation of plant responses to waterlogging. Hierarchical clustering analysis also identified groups of genes with intrinsic differential expression between varieties prior to waterlogging stress. These genes could constitute interesting candidates to study “predisposition” to waterlogging tolerance or sensitivity in barley.

## 1 INTRODUCTION

Waterlogging (i.e., the saturation of soil with water) and flooding‐related stresses are the cause of major crop losses worldwide. They are predicted to worsen in some countries as a consequence of seasonal increases in rainfall resulting from global climate change (Bailey‐Serres, Fukao, et al., 2012; Bailey‐Serres, Lee, & Brinton, 2012; Kaur et al., 2020; Langan et al., 2022). Waterlogging and flooding alter biological, physical, and chemical parameters in a plant's environment. These combined changes affect negatively different aspects of plant growth, but at the same time, they contribute to the onset of a multifaceted response. One of the most important changes caused by waterlogging is the reduction in oxygen availability (hypoxia) to roots and also to shoots in the case of flooding (Bailey‐Serres, Fukao, et al., 2012; Bailey‐Serres, Lee, & Brinton, 2012; Sasidharan et al., 2017). Other parameters that change and may affect plants negatively upon waterlogging and flooding include the release of toxic chemical compounds in the soil (e.g., iron) (Setter & Waters, 2003), reduced availability of important nutrients such as nitrates (Setter & Waters, 2003), changes in the soil microbiome (Hartman & Tringe, 2019; Wang et al., 2017), or a decrease in light availability because of flood water turbidity.

In recent years, the study of waterlogging stress and of the resulting hypoxic stress has led to the discovery of essential and conserved oxygen‐sensing mechanisms in plants (reviewed in Doorly & Graciet, 2021; Hammarlund et al., 2020; Holdsworth & Gibbs, 2020). An important oxygen‐sensing pathway in plants requires a set of oxygen‐dependent plant cysteine oxidase (PCO) enzymes that oxidize the N‐terminus of proteins starting with a cysteine residue (Weits et al., 2014; White et al., 2018, 2017), including a set of group VII ethylene response factor (ERF‐VII) transcription factors (White et al., 2018, 2017) that act as master regulators of the hypoxia response program (reviewed in Giuntoli & Perata, 2018). Under normal oxygen conditions, these ERF‐VII transcription factors are targeted for degradation by the ubiquitin‐dependent N‐degron pathway, following oxidation of their N‐terminal cysteine residue by PCO enzymes (Gibbs et al., 2011; Licausi et al., 2011; Weits et al., 2014). In contrast, under hypoxic conditions, the activity of PCOs is inhibited, thus preventing the oxidation of ERF‐VIIs' N‐terminal cysteine and their subsequent N‐degron‐mediated degradation. As a result, under hypoxic conditions, ERF‐VIIs accumulate in the nucleus, where they bind to *cis*‐regulatory elements to activate the hypoxia response program. Notably, the promoters of conserved hypoxia response gene families are not only enriched for *cis*‐regulatory elements bound by transcription factors of the ERF‐VII family (e.g., the HRPE motif; Gasch et al., 2016) but also for motifs bound by basic helix–loop–helix (bHLH), MYB, and WRKY transcription factors (Reynoso et al., 2019), thus suggesting the involvement of other families of transcription factors in the regulation of the hypoxia response program (Lee & Bailey‐Serres, 2021). This is in agreement with the upregulation of transcription factor‐coding genes belonging to the different families mentioned above as part of hypoxia response in plants (Mustroph et al., 2010). Cross‐comparisons of transcriptomic datasets from different plant species further allowed the identification of core genes of the hypoxia response program (Mustroph et al., 2010, 2009; Reynoso et al., 2019). These include genes involved in (i) the regulation of carbon metabolism in order to facilitate adenosine triphosphate (ATP) production via glycolysis and nicotinamide adenine dinucleotide (NAD+) regeneration through fermentation pathways and (ii) the regulation of important signaling pathways (e.g., mitogen‐activated protein kinase [MAPK] signaling) and molecules (e.g., reactive oxygen species [ROS]) to promote plant tolerance and survival upon hypoxia.

Numerous transcriptomic analyses using either flooding or waterlogging treatments have been conducted with the model plant *Arabidopsis thaliana* (see list in Brazel & Graciet, 2023). These studies revealed that core aspects of the transcriptional reprogramming upon waterlogging or flooding are shared with the response to hypoxia (Lee et al., 2011; van Veen et al., 2016). Furthermore, the transcriptomic comparison of eight different natural accessions of Arabidopsis, which had been previously identified as being either sensitive or tolerant to flooding (Vashisht et al., 2011), indicated that the transcriptional response of roots and shoots differ (van Veen et al., 2016). This work identified sets of shoot‐ or root‐expressed genes that might contribute to the flooding‐tolerance phenotype of some natural Arabidopsis accessions (van Veen et al., 2016), which could be relevant to improve crop tolerance to waterlogging/flooding. Notably, the transcriptional reprogramming in response to hypoxia and flooding is also accompanied by other genome‐wide regulatory mechanisms such as epigenetic changes, chromatin remodeling (Reynoso et al., 2019), and changes in translation (Lee & Bailey‐Serres, 2019; Reynoso et al., 2019).

Waterlogging is an important source of crop losses; however, not all crops are equally affected (de San Celedonio et al., 2014; Kaur et al., 2020). Barley is particularly sensitive to waterlogging with reported crop losses of up to 20–25% (Byrne et al., 2022; de San Celedonio et al., 2016, 2014; Liu et al., 2020; Miricescu et al., 2021; Setter & Waters, 2003). These losses are particularly severe if waterlogging occurs at the heading stage (de San Celedonio et al., 2016, 2014; Liu et al., 2020; Setter & Waters, 2003) but also at early developmental stages (de San Celedonio et al., 2016, 2014). The multifaceted nature of waterlogging stress, as well as the complexity of plant responses to this stress, have made it difficult to identify marker genes of waterlogging tolerance, as well as target genes that could be modified to improve crop tolerance to waterlogging. Nevertheless, in recent years, genetic approaches, as well as linkage mapping and genome‐wide association studies, have led to the identification of potential quantitative trait loci (QTLs) and target genes to improve barley tolerance to waterlogging (Bertholdsson et al., 2015; Borrego‐Benjumea et al., 2020; Broughton et al., 2015; Gill et al., 2019; Li et al., 2008; Manik et al., 2022; Zhang et al., 2017, 2016; Zhou, 2011). In agreement with the complex response to waterlogging, these QTLs have been identified based on a wide range of phenotypic traits, including leaf yellowing, chlorophyll fluorescence, yield traits, adventitious root formation, aerenchyma formation, and ROS levels. QTLs relating to root traits, including the ability to form adventitious roots and aerenchyma under waterlogged conditions (Manik et al., 2022; Zhang et al., 2016), may be of particular relevance considering their known roles in facilitating water and nutrient uptake as well as in oxygen distribution during waterlogging (Zhang et al., 2015).

Despite the recent progress made in the identification of QTLs for waterlogging tolerance and the realization that transcriptomics may be used to identify potential candidate genes relevant to waterlogging tolerance (Lee et al., 2011; Reynoso et al., 2019; van Veen et al., 2016), only few such studies have been conducted with barley. Recent studies have characterized the transcriptomic response of waterlogging‐tolerant and waterlogging‐sensitive varieties (Borrego‐Benjumea et al., 2020; Luan et al., 2022). From these datasets, the authors identified a handful of genes that could be of importance for waterlogging‐tolerance mechanisms in barley (Luan et al., 2022). In another study, a comparative proteomic analysis of one waterlogging‐sensitive variety and one waterlogging‐tolerant variety identified proteins that accumulate differently in waterlogging‐sensitive or waterlogging‐tolerant germplasms (Luan, Guo, et al., 2018; Luan, Shen, et al., 2018).

Here, to dissect the transcriptomic response of barley to waterlogging, we selected two 2‐row and two 6‐row winter barley varieties based on the differential expression of known hypoxia response marker genes after waterlogging treatment. These varieties were chosen from the Association Genetics Of UK Elite Barley (AGOUEB) population (Thomas et al., 2014) and from the list of recommended barley varieties in Ireland (where the study was conducted; list at the time the experiments were carried out). Our transcriptomic study focused on roots because of their central role in mediating waterlogging tolerance (Zhang et al., 2015). We also included the model spring barley variety *Golden Promise* to provide a reference dataset to the community (this variety is widely used to target specific genes using molecular approaches). We identified sets of common genes that are consistently differentially expressed in barley in response to waterlogging. Hierarchical clustering identified groups of genes with intrinsic differential expression between varieties prior to waterlogging stress. Low or elevated expression of some of these genes could “predispose” some varieties to waterlogging tolerance or sensitivity. In sum, the datasets presented serve as an additional reference for the study of waterlogging response in barley and provide insights into potential avenues of research to improve waterlogging tolerance in this crop.

## 2 MATERIALS AND METHODS

### 2.1 Plant material

Cultivars used in this study (Table S1) included winter varieties that originated from the AGOUEB population of barley (Thomas et al., 2014), as well as the model spring variety *Golden Promise* (obtained from Teagasc, Oak Park, Ireland) and a winter variety *Infinity* (obtained from Teagasc, Oak Park, Ireland), which was on the recommended list of barley varieties in Ireland (where the study was conducted) at the time of the initial field trial whose results were taken into account for varietal selection (Byrne et al., 2022). Selected varieties for further characterization, including transcriptome profiling, were *Golden Promise* (spring variety, two‐row), *Regina* and *Infinity* (winter varieties, two‐row), and *Passport* and *Pilastro* (winter varieties, six‐row).

### 2.2 Plant growth conditions

Plants were grown in a plant growth room under long‐day conditions (16 h light/8 h dark) at 15°C (constant temperature), approximately 45% relative humidity. Light intensity was determined to be ~138 μmol/m^2^/s and was provided by LED bulbs (Philipps LED tubes High Output, T8 20W/865).

### 2.3 Soil preparation and seed germination

Commercial John Innes No. 2 (Vitax, UK) soil was soaked in water after filling round pots of 9 cm diameter and 9 cm height without compressing the soil. Untreated seeds were sown directly in soil at a depth of 2 cm. The sown seeds were stratified in the dark for 14 days at 4°C to ensure homogenous germination. After cold treatment, the pots were transferred to the plant room for germination and growth.

### 2.4 Waterlogging

Plants were grown as indicated above for 10 days (corresponding to L1/L2 stage) for transcriptomic experiments and for 10–14 days (corresponding to L1/L2 stage) for phenotypic characterization. The pots were then transferred to a large tub, which was subsequently filled with tap water up to 1 cm above soil level. The water level was kept constant throughout the duration of the experiment (Figure 1a). The plants were kept in the same growth conditions and were treated for 15 days for phenotypic characterization or for shorter periods of time, as indicated in the text. Control plants were left in the same growth conditions but received normal watering (every 2 days, avoiding any standing water in the trays). For the recovery period, plants were taken out of the water and kept in the same growth conditions with a normal watering regime.

**FIGURE 1:**
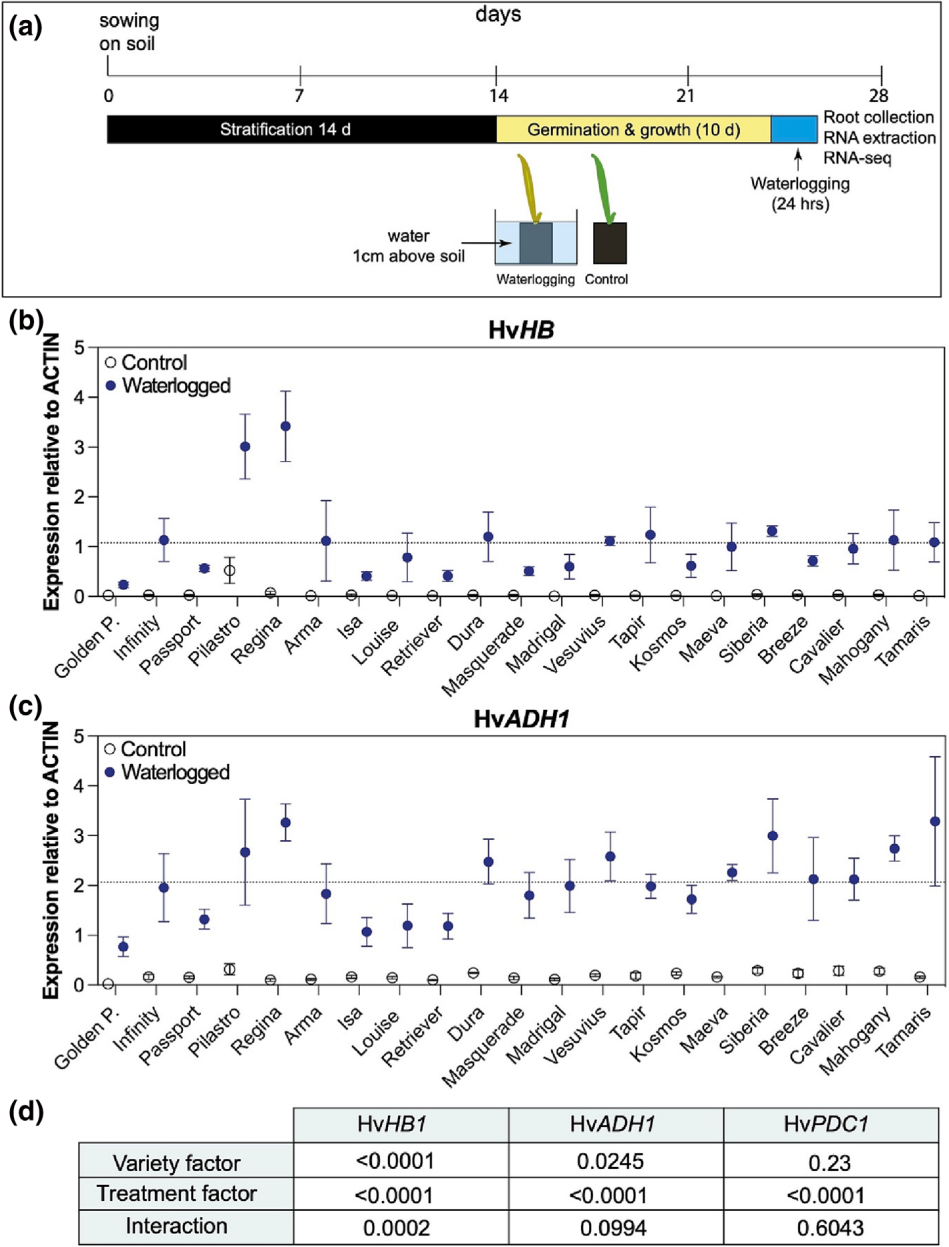
Differential expression of selected hypoxia response genes in 21 different barley varieties. (a) Experimental design of waterlogging experiments (see Section 2 for details). (b) Hv*HB* expression relative to *ACTIN* in untreated (open symbols; normal watering) and waterlogged (blue symbols) plants after 24 h of treatment. The dashed line corresponds to the average relative expression of Hv*HB* for waterlogged samples of all varieties and biological replicates. (c) Hv*ADH1* expression relative to *ACTIN* in untreated (open symbols) and waterlogged (blue symbols) plants after 24 h of treatment. The dashed line corresponds to the average relative expression of Hv*ADH1* for waterlogged samples of all varieties and biological replicates. (d) *p*‐value results of two‐way ANOVA analysis of the data presented in (b) and (c) and in Figure S2. Data shown in (b) and (c) are from three biological replicates, except for *Golden promise* for which four biological replicates were used. Errors bars indicate standard errors (SEM). Each biological replicate was obtained by pooling the root systems from three plants prior to grinding for RNA extraction. Expression values for *Infinity* shown in (b) and (c) were published in Miricescu et al. (2021).

### 2.5 Height measurements

Plant height was taken from the soil surface to the tip of the tallest leaf at the indicated time points.

### 2.6 Total RNA extraction

Roots of plants grown under control conditions or subjected to waterlogging were rinsed under running tap water and frozen in liquid nitrogen. The tissue was ground in liquid nitrogen, and total RNA was extracted using Spectrum™ Plant Total RNA kit (Sigma‐Aldrich). For each condition (waterlogged or untreated), the root systems of three plants of the same variety were pooled prior to grinding for total RNA extraction. This experiment was conducted independently at least three times to obtain samples from at least three biological replicates, as indicated in the figure legends.

### 2.7 Reverse transcription coupled to quantitative polymerase chain reaction (RT‐qPCR)

Total RNA was reverse transcribed using an oligo (dT)_18_ primer and the RevertAid reverse transcriptase (Thermo) according to the manufacturer's instructions. For reverse transcription reactions, 1 μg of total RNA was used. cDNA obtained was used for qPCR with a Lightcycler 480 (Roche). Each PCR reaction mix contained 5 μL of 2× SYBR green master 1 (Roche), 1 μL cDNA, 1 μL of 10 μM primers, and 3 μL of molecular biology grade water. LightCycler melting curves were obtained to check for single peak melting curves for all amplification products. The second derivative maximum method was used to analyze the amplification data. The resulting Cp values were converted into relative expression values using the comparative Ct method (Livak & Schmittgen, 2001). All primer sequences are provided in Table S2. One reference gene (Hv*ACTIN*) was used to normalize the RT‐qPCR data following the screening of a set of reference genes during waterlogging (Figure S1).

### 2.8 Next‐generation sequencing of RNA samples

For RNA‐seq analysis, waterlogging treatment was applied as outlined above for 24 h. For each condition (waterlogged or untreated), the root systems of three plants of the same variety were pooled prior to grinding for total RNA extraction. This experiment was conducted independently three times to obtain samples from three biological replicates (i.e., for each variety, six RNA samples were sent for sequencing, corresponding to three biological replicates for the untreated plants and three biological replicates for the waterlogged plants). Following RNA extraction, RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent). All RNA samples had RNA integrity (RIN) values >7.0. Library preparation and single‐ended 50 bp next‐generation sequencing was performed by BGI Genomics (Hong Kong) using the DNBseq sequencing platform.

### 2.9 Analysis of RNA‐seq data

The third release (Morex V3) of the Morex barley genome was downloaded from e!DAL ‐ Plant Genomics and Phenomics Research Data Repository (https://edal-pgp.ipk-gatersleben.de/) (Mascher, 2021). Raw RNA‐sequencing reads were aligned to Morex V3 using *bowtie2* (v2.4.5) (Langmead & Salzberg, 2012). Files were converted from .sam to .bam files and indexed using *samtools* (v1.15.1) (Danecek et al., 2021). Gene abundance was estimated using *stringtie* (v2.1.7) (Pertea et al., 2015) (Table S3). Differential gene expression analysis was performed using the Bioconductor package *DeSeq2* (Love et al., 2014) in *R* (Team, 2022) using a design in which the factors Variety and Treatment were combined into a single factor to model multiple condition effects. The results of multiple comparisons were extracted and filtered by adjusted *p*‐value < 0.05 (Table S4). Principal component analysis (PCA) was performed using *pcaExplorer* (v2.20.2) (Marini & Binder, 2019) in *RStudio* (v2022.02.0 + 443). Gene ontology (GO) analysis was performed using *ShinyGO* (v0.75c) (Ge et al., 2020). Read count values were transformed by variance stabilizing transformations to normalize for library size and composition (Table S5). Venn diagrams were generated using InteractiVenn (Heberle et al., 2015).

The means of variance stabilizing transformations read counts from three biological replicates generated from *DeSeq2* were filtered for *k*‐means clustering as follows. *Deseq2* differentially expressed gene (DEG) analysis was performed, and results for the 25 comparisons shown in Figure S6A were extracted. A list of all 11,613 DEGs filtered by adjusted *p*‐value < 0.05 was generated by combining DEGs from waterlogged to control samples from the same variety, DEGs from each control to every other control sample, and DEGs from each waterlogged to every other waterlogged sample. Next, the DEGs with a mean of <10 normalized reads were removed leaving 10,882 genes for clustering analysis. Clustering analysis was performed using the *k*‐means function in *R* (v3.6.2) with the arguments centers = 25, nstart = 1000, iter.max = 300, and algorithm = “Lloyd” (gene cluster assignment annotated in Table S4). Clustering heatmaps were generated using *ComplexHeatmap* (v2.10.0) (Gu et al., 2016) in *R*. Plots were generated using *ggplot2* (v3.3.6) (Wickam, 2016) and modified for style in Adobe Illustrator 2022.

To compare the datasets obtained to a previously published RNA‐seq dataset, raw sets were downloaded from NCBI's Gene Expression Omnibus (GSE144077) (Borrego‐Benjumea et al., 2020) and Sequence Read Archive (PRJNA889532) (Luan et al., 2022). Raw RNA‐sequencing reads were aligned to Morex V3 as described above. Differential gene expression analysis of waterlogging versus control for each variety was performed on 0 h control and 24 h waterlogging datasets for the varieties Franklin and TX9425 from Luan et al. (2022) as described above. The same differential gene expression analysis was also performed on 72 h control and 72 h waterlogging datasets for the varieties Deder 2 and Yerong from Borrego‐Benjumea et al. (2020).

To compare the datasets to a previously published list of 28 genes found in QTLs for waterlogging tolerance, we downloaded the gene list from tab. S3 in Manik et al. (2022). This gene list used Morex V1 (r1) gene IDs. To compare this list to our data, we performed a BLASTN search of the coding sequence (CDS) of each of these genes to the Morex V3 genome using *Phytozome 13* (Goodstein et al., 2012) and used the transcript with the highest percentage identity to a Morex V3 transcript for the comparison (Table S4).

## 3 RESULTS

### 3.1 Characterization of the transcriptional response of different barley varieties using hypoxia response marker genes

The previous characterization of 403 varieties from the AGOUEB collection under waterlogged and control conditions in the field (Byrne et al., 2022) provided some information on the differential physiological response of these varieties to waterlogging, while also highlighting the difficulties associated with the study of waterlogging tolerance under field conditions. Based on this initial study, we selected a subset of 20 varieties that behaved differently under waterlogged conditions, with the aim to assess their transcriptional response to waterlogging under controlled conditions. The variety *Golden Promise* was also included as a model (spring) barley variety that is widely used to generate targeted mutations through *Agrobacterium*‐mediated transformation. After identifying Hv*ACTIN* as a suitable reference gene in waterlogged roots (Figure S1A and S1C), we first carried out a time course experiment with four selected varieties and determined the relative expression of *HEMOGLOBIN1* (*HB*), *ALCOHOL DEHYDROGENASE 1* (*ADH1*), and *PYRUVATE DECARBOXYLASE 1* (*PDC1*). These genes are hypoxia response markers commonly used to monitor waterlogging response (Loreti et al., 2020; Mendiondo et al., 2016; Mustroph et al., 2010). This initial analysis indicated that (i) the expression of these three hypoxia response genes peaked around 24 h after the onset of the waterlogging treatment and (ii) there were differences between the four varieties in terms of the amplitude of the transcriptional upregulation (Figure S1B). For example, at 24 h after the beginning of the waterlogging treatment, Hv*HB* was expressed at higher levels in *Pilastro* compared with *Arma*, *Tapir*, and *Masquerade*. In addition, the upregulation of Hv*HB* and Hv*ADH1* was stronger than that of Hv*PDC1*, possibly making these first two genes more suitable to identify varieties with differential transcriptional regulation of the hypoxia response program.

We next tested the expression of Hv*HB*, Hv*ADH1*, and Hv*PDC1* at 24 h of waterlogging in the set of 21 barley varieties we selected based on Byrne et al. (2022) (Figure 1a). As expected, under normal watering conditions, most varieties had low levels of expression for each of the hypoxia response genes, with the exception of *Pilastro*, which exhibited higher Hv*HB* expression (Figures 1b,c and S2). Waterlogging stress triggered the upregulation of the hypoxia response genes in all varieties tested, but some differences in their response were observed. As previously, differences were more marked with Hv*HB* and Hv*ADH1* (Figure 1b–d) than with Hv*PDC1* (Figure S2), making these first two genes more suitable to identify varieties with a differential transcriptional response to waterlogging. After 24 h of waterlogging, some varieties reached higher expression levels than the average relative expression observed for these genes in the population of 21 varieties. These included *Pilastro* and *Regina* for both Hv*HB* and Hv*ADH1*, as well as *Dura*, *Vesuvius*, *Siberia*, *Mahogany*, and *Tamaris* for Hv*ADH1*. In contrast, some varieties showed reduced upregulation of hypoxia response genes compared with the population average. For example, varieties such as *Golden Promise*, *Passport*, *Isa*, *Louise*, and *Retriever* had lower expression levels of both Hv*HB* and Hv*ADH1* compared with the average of the population. Other varieties, such as *Infinity*, had average expression levels of Hv*HB* and Hv*ADH1*.

Based on these results, *Pilastro* and *Regina* were chosen as representative six‐row and two‐row varieties, respectively, that potentially exhibit a stronger transcriptional response to waterlogging, while *Passport* was selected as a six‐row variety that had a more dampened transcriptional response. We also included *Infinity* as a two‐row variety for further characterization because it is on the recommended list in Ireland (where this study was carried out) and has an average transcriptional response to waterlogging. As highlighted above, *Golden Promis*e was included as a reference variety.

### 3.2 Effect of waterlogging on the growth of selected varieties

The growth of the five selected varieties was characterized under controlled conditions following a two week waterlogging treatment and a six week recovery period with normal watering. Height measurement showed that the growth of *Infinity* and *Passport* was more affected by waterlogging than that of *Pilastro*, *Regina*, and *Golden Promise*, whose height was mostly unaffected by the treatment (Figure 2a). In addition, *Golden Promise*, *Infinity*, and *Pilastro* produced fewer tillers, whereas *Regina*'s tiller number was largely unaffected (Figure 2b). Because root traits have been shown to be important for waterlogging tolerance (Zhang et al., 2015), we determined the length of the primary root, as well as the number of seminal roots after 2 weeks of waterlogging. The length of the primary root was reduced upon waterlogging stress for all varieties except *Regina* (Figure 2c), while the number of seminal roots increased in all varieties and the difference was statistically significant for all except *Infinity* (Figure 2d). This phenotypic characterization suggests that a variety such as *Regina*, which has a stronger transcriptional response for Hv*ADH1* and Hv*HB*, appears to be less impacted by waterlogging than other varieties.

**FIGURE 2:**
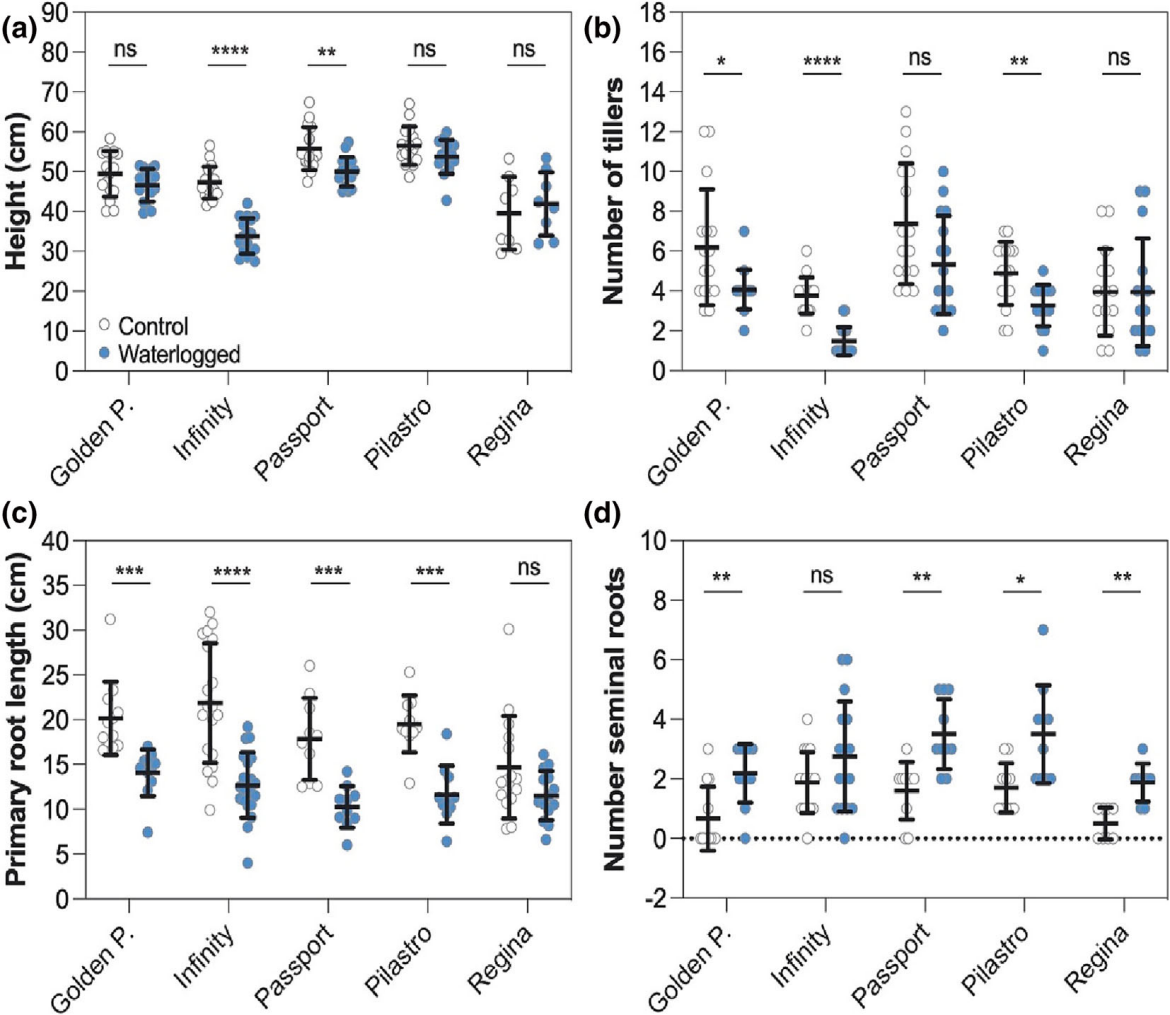
Effect of waterlogging on shoot and root growth. (a) Plant height after 14 days of waterlogging and a 6 week recovery period. For *Golden Promise*, *Passport* and *Pilastro*, three biological replicates (four plants per biological replicate) were carried out. For *Regina* and *Infinity*, two biological replicates (four plants per replicate) and three biological replicates (four to nine plants per replicate) were carried out, respectively. (b) Number of tillers after 14 days of waterlogging and a 6 week recovery period. Three biological replicates were carried out with at least four plants per replicate. (c) Length of the primary root after 14 days of waterlogging. For *Golden Promise*, *Passport*, *Pilastro*, and *Regina*, three biological replicates with two to seven plants each were carried out. For *Infinity*, five biological replicates were carried out with three to four plants per replicate. (d) Number of seminal roots after 14 days of waterlogging. For *Golden Promise*, *Passport*, and *Pilastro*, three biological replicates (two to four plants per replicate) were carried out. For *Regina*, two biological replicates were conducted (four plants per replicate). For *Infinity*, four biological replicates were carried out (four plants per replicate). In (a)–(d), data from different biological replicates are color coded. Error bars correspond to standard deviations. Statistical analysis: multiple unpaired *t*‐test with multiple comparison correction (Holm–Sidak method). Asterisks: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. ns, not statistically significant.

### 3.3 Overview of transcriptional responses to waterlogging in root tissue of selected varieties

To determine the transcriptional responses of *Pilastro*, *Regina*, *Passport*, *Infinity*, and *Golden Promise* to waterlogging, we subjected these varieties to waterlogging for 24 h. This time point was chosen based on the time course experiment described above that showed peak expression of Hv*HB*, Hv*ADH1*, and Hv*PDC1* at 24 h of waterlogging. Total RNA was extracted from roots for RNA‐seq analysis. 

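Golden Promise is a two-row spring variety that serves as a model in barley research. Infinity and Regina are two-row winter varieties, and Passport and Pilastro are six-row winter varieties. Seedlings were 10 days old when the waterlogging of 24 h began, and untreated plants of the same variety were the controls. The roots of 3 plants were pooled into each sample, and 3 samples were sequenced per variety and treatment, which made 30 libraries in 10 groups. The authors aligned short single-end reads with bowtie2, an aligner that does not split a read across an intron, and StringTie turned the alignments into counts per gene. These deposited counts, which are not normalized, were the values analyzed here. The paper's text names no read trimming, no strand setting and no rule for reads that fit more than 1 gene.
Total counts per library lay between 9601984 and 12349136. The median total of the control and of the waterlogged libraries was 11976003 and 12019015 in Golden Promise, 10915321 and 11253834 in Infinity, and 12204541 and 12237089 in Passport. It was 12115555 and 12166448 in Pilastro, and 10741536 and 10587693 in Regina. Of 35826 genes, 10832 had no count in any library, and 39.9% of all values were 0. The filter of edgeR, filterByExpr, left 20576 genes for testing, and the 4418 other genes with a count held 0.0464% of all counts. Counts were normalized with TMM and fitted with edgeR's quasi-likelihood model, with 1 term for each combination of variety and treatment and all 30 libraries together. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called DEGs, and levels are given as CPM relative to the TMM-scaled total. Between libraries of 1 group, counts differed far more than counting alone allows: the chi-square per degree of freedom was 13.8 to 57.3 over 30 pairs of libraries, where counting alone gives 1. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.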

Reads obtained were aligned to the Morex barley genome (version 3; Table S3 and Figure S3A–S3C), and differential gene expression (adjusted *p‐*value < 0.05) was determined for each of the waterlogged varieties relative to the corresponding untreated variety (Table S4). A PCA indicated that the samples separated based on (i) the treatment (PC1: 35.82% variance) (Figure 3a); (ii) whether they were winter or spring varieties (PC2: 15.64% variance; Figure S3D); or (iii) whether they were two‐row or six‐row varieties (PC3: 11.34% variance; Figure S3E). In this analysis, the varieties *Golden Promise*, *Infinity*, and *Passport* could also be separated from *Pilastro* and *Regina* (Figure S3F; PC4: 9.92% variance). This suggests that there are underlying differences between these two groups of varieties that are not explained by a known variable.

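Principal components were computed from the 500 most variable genes after DESeq2's variance stabilizing transformation, centered and not scaled, as the paper's text does not give the number of genes. PC1, PC2 and PC3 held 32.7%, 15.1% and 11.6% of the variance, with jackknife standard errors over the libraries of 4.66, 3.05 and 1.91 percentage points. Using all genes moved PC1 most, to 20.7%, and leaving out 1 library at a time kept it between 31.0% and 33.9%. On PC1, whose sign is arbitrary, the mean score of Golden Promise moved from -21.9 ± 1.06 (SD, n = 3) in control to -4.96 ± 2.96 in waterlogged samples, and that of Regina from -15.2 ± 3.34 to 15.9 ± 3.14. Infinity moved from -8.37 ± 4.96 to 18.0 ± 7.86, Passport from -8.84 ± 2.97 to 12.0 ± 0.825, and Pilastro from -3.74 ± 6.00 to 17.1 ± 4.61. Treatment accounted for 66.3% of the variance of the PC1 scores, and 3 waterlogged libraries scored no higher than the highest control library. On PC2, the 6 libraries of Golden Promise lay apart from the 24 winter libraries by a gap of 0.269 score units, and this split held 55.5% of the variance of the scores. Golden Promise is the only spring variety here, so season and variety coincide. On PC3, the 12 six-row and 18 two-row libraries did not overlap (gap 2.28, 80.5% of the variance of the scores). The sample names give the six-row varieties another set of replicate numbers than the two-row varieties. Row type and a possible difference between runs thus coincide here. Passport waterlogged replicate 2 scored 4.79, against 13 and 12 in the other waterlogged libraries of this variety. With all genes, 6 libraries overlapped on PC2 and 11 on PC3. On log2 CPM in place of the stabilized values, the order of the components changed: PC1 set Golden Promise apart from the winter varieties (89.0% of the variance of its scores), and treatment held 7.90% of PC1 and 33.4% of PC4.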

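In the same components, PC4 held 9.67% of the variance (jackknife standard error 1.52 percentage points). The 12 libraries of Pilastro and Regina and the 18 others were parted by a gap of 7.27 score units, and 89.9% of the variance of the PC4 scores lay between both sides. Mean scores were -7.64 ± 0.475 (SD, n = 3) in control and -6.16 ± 0.911 in waterlogged Pilastro, and -12.2 ± 0.704 and -10.0 ± 0.640 in Regina. The other varieties had means from 3.35 ± 0.586 (Golden Promise controls) to 9.77 ± 0.894 (waterlogged Passport). Treatment held 1.74% of the variance of these scores, and the split of winter and spring varieties 6.22%. The gap closed with more genes: 3 libraries overlapped with the 2000 most variable genes and 8 with all genes. On log2 CPM, where the order of the components changed, 9 libraries overlapped on PC4 and the split held 33.3% of its variance. On PC3 of that setting 5 libraries overlapped and the split held 43.8%.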

**FIGURE 3:**
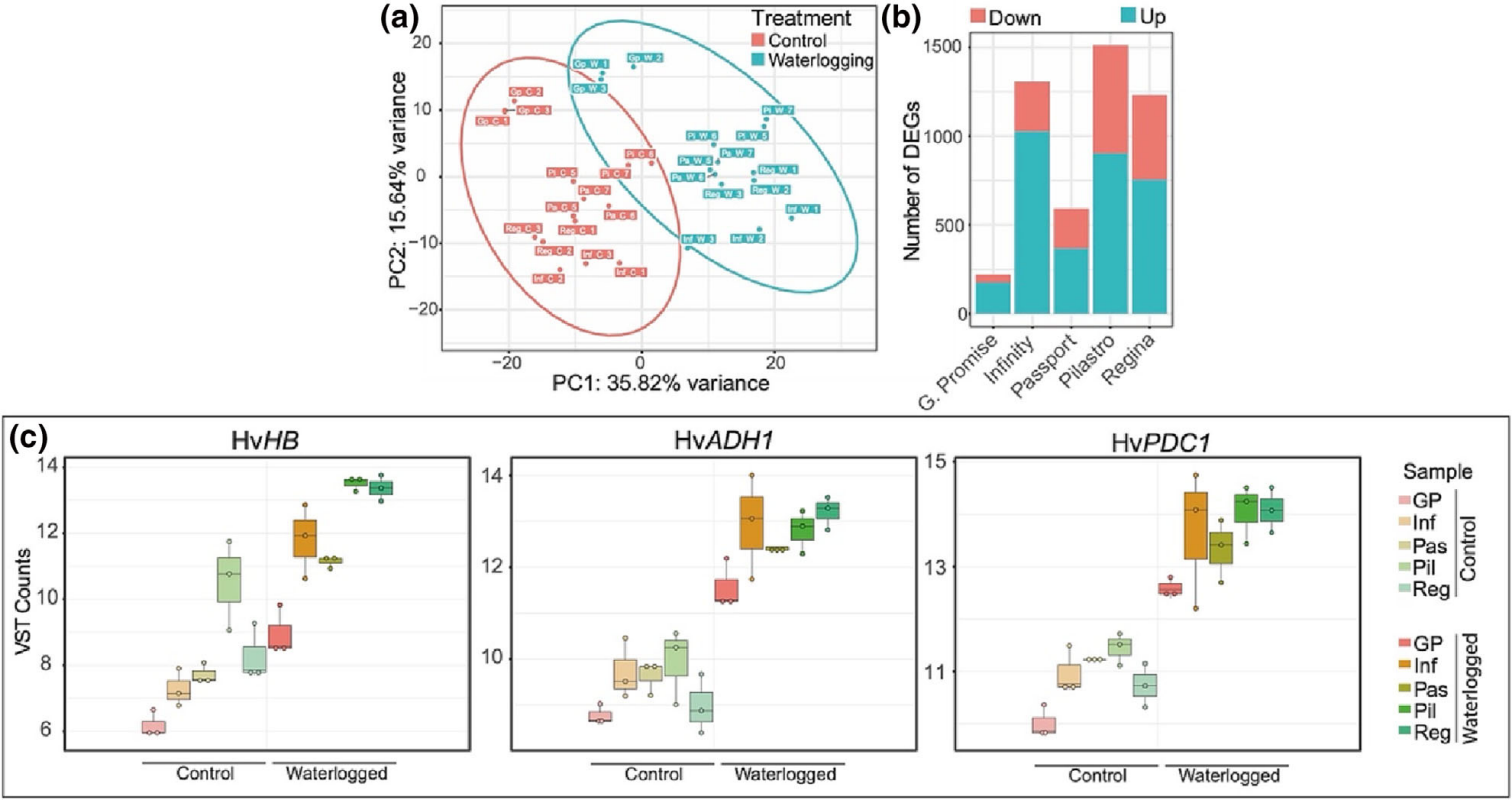
Results of RNA‐seq experiments. (a) Principal component analysis plot showing principal component 2 (PC2) versus PC1 with ellipses showing sample grouping by treatment. (b) Absolute number of DEGs (filtered by adjusted *p*‐value < 0.05) in waterlogged versus control samples for each variety. (c) Box plots showing VST read counts for Hv*HB* (HORVU.MOREX.r3.4HG0394960), Hv*ADH1* (HORVU.MOREX.r3.4HG0345760.1), and Hv*PDC1* (HORVU.MOREX.r3.4HG0384560) in control and waterlogged samples (*Golden Promise* [GP], *Infinity* [Inf], *Passport* [Pas], *Pilastro* [Pil], and *Regina* [Reg]). DEG, differentially expressed gene; VST, variance stabilized transformed.

The number of DEGs identified in the different varieties varied considerably: for *Golden Promise* and *Passport*, we identified 220 and 592 DEGs, respectively, while *Infinity*, *Pilastro*, and *Regina* had a substantially higher number of DEGs (1307, 1512, and 1233, respectively). 

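The edgeR test called 91 DEGs in Golden Promise, 807 in Infinity, 223 in Passport, 785 in Pilastro and 832 in Regina. At an unadjusted p under 0.05, the numbers were 1335, 3582, 2807, 4143 and 3099. Among the choices tried, DESeq2 in place of edgeR raised these numbers most, to 220, 1307, 592, 1512 and 1233. Fitting each variety alone changed their order, with 126 in Golden Promise, 54 in Infinity, 262 in Passport, 0 in Pilastro (3452 genes at an unadjusted p under 0.05) and 345 in Regina. With the replicate number as a block in the paired design, Passport had 434 DEGs and Regina 1202.
Single libraries weighed on every number. The Golden Promise number was 19, 19 and 7 without control replicates 1, 2 and 3, and 39, 23 and 60 without waterlogged replicates 1, 2 and 3. Infinity had 485, 198 and 457 DEGs without control replicates 1, 2 and 3, and 505 without waterlogged replicate 2. In Passport, 42 and 75 were called without control replicates 1 and 3, and 143, 66 and 140 without waterlogged replicates 1, 2 and 3. Pilastro had 377, 461 and 381 without control replicates 1, 2 and 3, and 463 and 165 without waterlogged replicates 1 and 3. Regina had 445 without control replicate 2 and 451 without waterlogged replicate 2.
Different numbers of DEGs do not test whether the responses differ. An F-test of the interaction of variety and treatment with 4 degrees of freedom called 0 of the 20576 genes tested (662 at an unadjusted p under 0.05), 9 with the replicate block (941 at an unadjusted p under 0.05), and 3 genes without Infinity waterlogged replicate 3. The contrast of the response in Golden Promise with the mean response of the other 4 varieties called 2 genes, 8 with the replicate block, and 4 without Golden Promise control replicate 1. Of 1013 genes at an unadjusted p under 0.05 in this contrast, 950 (93.8%) changed less in Golden Promise. The mean of the other varieties enters the contrast and this comparison with opposite signs, so chance alone already favors a smaller change there. Without a value for chance, the share decides nothing about the size of the response. DESeq2 called 23 genes in the interaction test and 33 in the contrast.
The size of the response was also measured on lists in whose choice the variety had no part: the genes called in at least 2 of the other 4 varieties, in 1 direction. Along the direction of the list, the median log2 fold change was 0.58 in Golden Promise (588 genes), 1.16 in Infinity (429), 0.91 in Passport (574), 0.98 in Pilastro (479) and 1.33 in Regina (365). With genes that had a group at or under 3 counts set to their bound, the medians were 0.58, 1.147, 0.91, 0.98 and 1.33. Each list is a different set of genes, so these medians are not a test between varieties. A score per library, the mean change of log2 CPM over the list, rose by 0.91 in Golden Promise (SD 0.0541 in control and 0.133 in waterlogged libraries, n = 3 each), 1.47 in Infinity (SD 0.235 and 0.480), 1.16 in Passport (SD 0.132 and 0.0713), 1.28 in Pilastro (SD 0.290 and 0.209) and 1.90 in Regina (SD 0.0814 and 0.131). In each variety the waterlogged libraries all scored above the controls (exact permutation test, two-sided, p = 0.1, the smallest that this design allows).

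**Figure D1:**
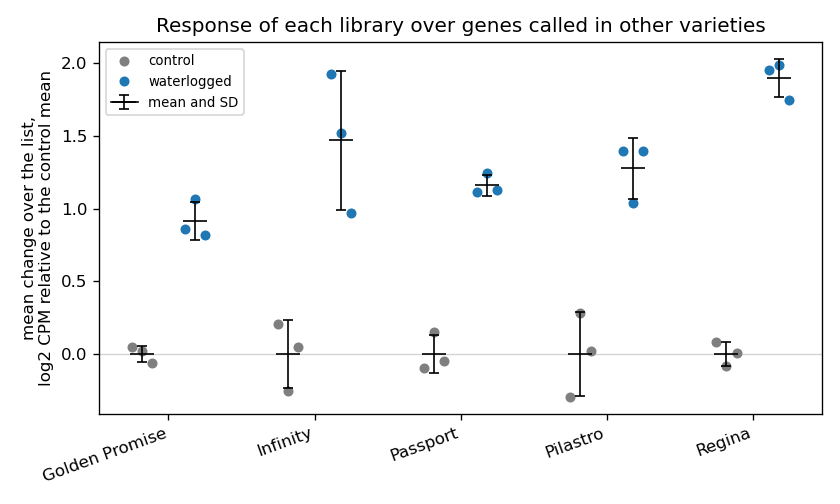
Mean change of log2 CPM over the genes called in at least 2 of the other 4 varieties, relative to the mean of the control libraries (vertical axis), for the 3 control and 3 waterlogged libraries of each variety (points; black marks are the mean and SD). The waterlogged libraries of Golden Promise lie between 0.82 and 1.07 and those of Regina between 1.75 and 1.99.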

In all varieties tested, the proportion of upregulated genes was higher than that of downregulated genes (Figure 3b). 

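Among the DEGs called by edgeR, 78 (85.7%) were upregulated and 13 downregulated in Golden Promise, 617 (76.5%) and 190 in Infinity, and 150 (67.3%) and 73 in Passport. In Pilastro 506 (64.5%) were upregulated and 279 downregulated, and in Regina 526 (63.2%) and 306. With DESeq2 the upregulated share was 79.5%, 78.7%, 62.2%, 59.8% and 61.3%, in the same order of varieties. DESeq2's size factors in the edgeR fit moved no share by more than 10 percentage points. The median size of the log2 fold change of the DEGs was 2.53 in Golden Promise, 1.25 in Infinity, 1.32 in Passport, 0.93 in Pilastro and 1.29 in Regina. It was 2.17, 1.24, 1.32, 0.92 and 1.29 with genes that had a group at or under 3 counts (14 DEGs in Golden Promise, 46 in Regina) set to their bound.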

We verified in our datasets the expression of the Hv*HB*, Hv*ADH1*, and Hv*PDC1* genes whose upregulation was initially used to monitor the transcriptional response of the different varieties to waterlogging by RT‐qPCR (Figure 1). 

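HvHB (HORVU.MOREX.r3.4HG0394960) had the widest range of the 3 genes. Its log2 fold change was 6.40 in Golden Promise (standard error 1.09, adjusted p = 0.00872) and 2.72 in Pilastro (standard error 0.75, adjusted p = 0.0441) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In control roots it stood at 0.431 ± 0.747 CPM (SD, n = 3) in Golden Promise, where 2 of the 3 libraries had no count, and at 155.5 ± 126 CPM in Pilastro. In waterlogged roots it reached 37.5 ± 27.0 and 1022 ± 152 CPM. The difference between the 5 groups of controls had an adjusted p of 3.27e-06 in edgeR's F-test. In Pilastro controls, 23 of the other 26 genes raised in all 5 varieties were also above the mean of the other controls. For HvADH1 (HORVU.MOREX.r3.4HG0345760) the log2 fold change lay between 2.92 in Passport (standard error 0.539, edgeR adjusted p = 0.00782) and 4.47 in Regina (standard error 0.579, edgeR adjusted p = 7.41e-05). For HvPDC1 (HORVU.MOREX.r3.4HG0384560) the same varieties gave 2.23 (standard error 0.448, edgeR adjusted p = 0.013) and 3.42 (standard error 0.471, edgeR adjusted p = 0.000129). In all 15 comparisons of a gene and a variety, the 3 waterlogged libraries were above the 3 controls, a split that chance gives in 10% of comparisons of 3 with 3 libraries if either order counts. The interaction of variety and treatment had an edgeR adjusted p of 1 for each gene. Some calls rested on 1 library. Without Golden Promise control replicate 3, edgeR's adjusted p in this variety was 0.082 for all 3 genes. In Passport it was 0.0829 for HvHB, 0.0763 for HvADH1 and 0.082 for HvPDC1 without control replicate 1, and in Pilastro 0.124 for HvHB without waterlogged replicate 3.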

Induction of all three genes upon waterlogging was found (Figure 3c). We further identified additional homologs of Hv*ADH1* and Hv*HB* and confirmed that these homologs were also upregulated in response to waterlogging (Figure S4).

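Of the 5 homologs in Figure S4, edgeR called ADH1_D (HORVU.MOREX.r3.4HG0345740) and HB1_A (HORVU.MOREX.r3.7HG0715010) in every variety. The log2 fold change of ADH1_D was lowest in Passport (3.76, standard error 0.727, edgeR adjusted p = 0.00998) and highest in Regina (6.16, standard error 0.819, edgeR adjusted p = 0.000103). HB1_A rose least in Golden Promise (1.46, standard error 0.333, edgeR adjusted p = 0.0494), a call lost without waterlogged replicate 2 of this variety (adjusted p = 0.362). ADH1_D lost its call in Golden Promise without control replicate 3 (edgeR adjusted p = 0.0679) and in Passport without control replicate 1 (edgeR adjusted p = 0.0874). ADH1_A (HORVU.MOREX.r3.1HG0082960) was called in 4 varieties, with log2 fold changes from 5.39 in Passport to 7.36 in Regina. In Golden Promise it rose by 3.84 (standard error 0.973), with an adjusted p of 0.103 in edgeR and 0.00255 in DESeq2. ADH1_B (HORVU.MOREX.r3.2HG0115170) had no count in any Golden Promise control and 33.1 ± 11.7 CPM (SD, n = 3) in waterlogged samples, at least 136-fold higher. It was also called in Infinity and Regina, while in Passport (log2 fold change 3.37, edgeR adjusted p = 0.122) and Pilastro (2.88, edgeR adjusted p = 0.0991) it was not. This gene was at 0 in 7 libraries and at 44 counts or more in every other library, and its calls were lost without Golden Promise control replicate 3 (edgeR adjusted p = 0.152), Infinity control replicate 2 (0.0841) or Regina control replicate 2 (0.051). ADH1_C (HORVU.MOREX.r3.3HG0252910), at 0 in 11 libraries, was at least 36.8-fold higher in waterlogged than in control roots of Golden Promise. In Passport its only counts were 24 in control replicate 2, and the other 5 libraries were at 0 (edgeR adjusted p = 0.337, and 1 without this library). Without Golden Promise control replicate 3, Infinity control replicate 2 or Pilastro waterlogged replicate 3, ADH1_C was not called in that variety (edgeR adjusted p = 0.197, 0.182 and 0.0602). DESeq2 did not call it in Infinity (adjusted p = 0.135). None of the 5 genes was shown to differ in its response between varieties (adjusted p = 1 in edgeR's interaction test), which does not show that the responses are alike. As the treatment of reads that fit several genes is not stated, the counts of these ADH1 copies, which may share reads, are uncertain.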

### 3.4 Genome‐wide transcriptional reprogramming of barley in response to waterlogging

Our RNA‐seq experiment identified 2865 genes that were differentially expressed in at least one variety under waterlogged conditions compared with control plants (Table S4). 

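In the edgeR fit, 1625 genes were called in at least 1 variety: 1059 were upregulated and 566 downregulated. DESeq2 gave the most such genes (2864) and the fit of each variety alone the fewest (522). The number lay between 1244 (without Infinity control replicate 2) and 1983 (without Regina control replicate 3) when 1 library was left out. By the number of varieties that shared the call, 1026 genes were called in exactly 1 variety, 280 in 2, 157 in 3 and 129 in 4.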

The variety with the highest proportion of unique DEGs was *Pilastro* (>50% unique DEGs), while the majority of DEGs identified for *Golden Promise* and *Passport* was shared with other varieties (Figure 4a) (<25% unique DEGs in these two varieties). 

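Of the edgeR DEGs, 5.49% in Golden Promise, 40.4% in Infinity, 8.07% in Passport, 49.9% in Pilastro and 34.3% in Regina were called in no other variety, that is 5, 326, 18, 392 and 285 genes. The Pilastro share was 50.1% with the stricter filter on low counts, 46.2% with the replicate block and 54.0% with DESeq2. The share with DESeq2 was 12% in Golden Promise, 14.7% in Passport, 41.4% in Infinity and 29.1% in Regina. With a 2-fold threshold the Pilastro share was 39.1%, below the 41.3% of Infinity. With each variety fitted alone Pilastro had 0 DEGs (3452 genes at an unadjusted p under 0.05), and the share was 28.6% in Golden Promise, 48.1% in Infinity, 38.2% in Passport and 46.7% in Regina. A call in 1 variety alone does not show a difference from the others: 718 (70%) of the genes called in exactly 1 variety had the same sign of the fold change in all 5.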

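At least 2 varieties shared 599 DEGs in the edgeR fit. DESeq2 calls made this 1033, the replicate block 922, and the fit of each variety alone 199. With 1 library left out it was 451 (without Infinity control replicate 2) to 694 (without Infinity waterlogged replicate 3).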

Among the 2865 DEGs, 1078 genes were called as differentially expressed in more than one variety. 

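In the edgeR fit, no gene was called upregulated in a variety and downregulated in another. At an unadjusted p under 0.05, 64 genes had opposite signs in different varieties, and 3 of these were DEGs. Of the DEGs shared by 2 or more varieties, 575 (96.0%) had the same sign of the fold change in all 5. DESeq2 called 7 genes in opposite directions. All 7 had 0 counts in a library beside 30 or more in another library of the same group, a limit set after their counts were seen; at a limit of 100 counts 6 of them did. Without Passport waterlogged replicate 3, edgeR called 1 gene in opposite directions, and with the replicate block it called 3.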

Except for seven genes, the directionality of gene expression change was the same in all varieties, thus further highlighting the similarities in the response of these varieties to waterlogging. As expected based on the transcriptional response of Arabidopsis to waterlogging, GO analysis of the 1811 DEGs that were upregulated in at least one variety identified overrepresented terms related to hormone and stress responses, oxidoreductase activity, kinase activity, and carbohydrate metabolic processes (Figure 4b,d). GO analysis of the 1061 DEGs that were downregulated in response to waterlogging identified terms related to lipid and carbohydrate metabolism, transmembrane transporter activities, and cell periphery, as well as oxidoreductase activity and proteolysis (Figure 4c,e). All of these terms are consistent with functional GO categories known to be central to the transcriptional response of plants to waterlogging.

**FIGURE 4:**
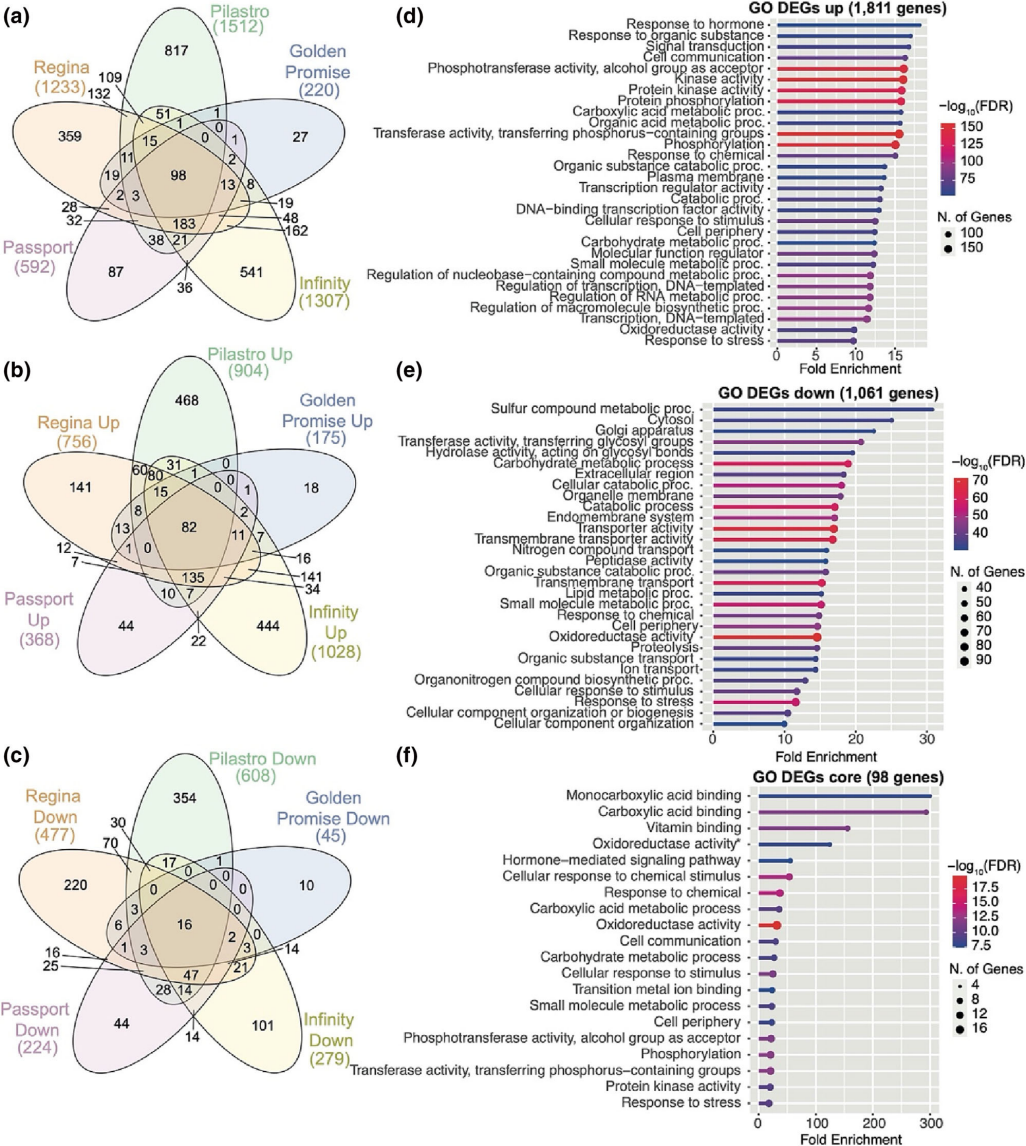
Comparison of waterlogging response genes in barley. (a) Overlap between the DEGs identified in the different varieties. (b) Overlap analysis of genes upregulated in waterlogged samples compared with control samples for each variety. (c) Overlap between datasets for genes that are downregulated in waterlogged samples compared with the controls in each variety. (d) The 30 most highly enriched GO terms among the 1811 DEGs that are upregulated in at least one variety in response to waterlogging. (e) The 30 most highly enriched GO terms enriched among the 1061 DEGs that are downregulated in any variety in response to waterlogging. (f) The 20 most enriched GO terms among the 98 DEGs common to all varieties when comparing waterlogged to control samples for each variety. DEG, differentially expressed gene; FDR, false discovery rate; GO, gene ontology.

A total of 98 genes were detected as differentially expressed in the five varieties (Figure 4a), and their directionality of expression change was the same across all datasets. 

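Called by edgeR in all 5 varieties were 33 genes, each with the same direction in all. At an unadjusted p under 0.05, 415 genes passed in all 5 varieties with 1 sign. DESeq2 called 98, edgeR with the replicate block 69, and the fit of each variety alone none. Golden Promise control replicate 3 lowered the number most when left out, to 4, and Infinity waterlogged replicate 3 raised it most, to 60.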

The majority of these genes was upregulated in response to waterlogging (82 genes; Figure 4b and Table S4) and included homologs of known core hypoxia response genes in Arabidopsis (Mustroph et al., 2009) such as *ADH1* (HORVU.MOREX.r3.4HG0345760, HORVU.MOREX.r3.1HG0082960, and HORVU.MOREX.r3.4HG0345740), *PDC1* (HORVU.MOREX.r3.4HG0384560), *HB1* (HORVU.MOREX.r3.4HG0394960 and HORVU.MOREX.r3.7HG0715010), and a respiratory burst oxidase (HORVU.MOREX.r3.5HG0444960). Furthermore, this set included homologs of ERF‐VII transcription factors, such as *HRE1* (HORVU.MOREX.r3.4HG0405650 and HORVU.MOREX.r3.4HG0405650), *HRE2* (HORVU.MOREX.r3.5HG0497970), and *RAP2.3* (HORVU.MOREX.r3.1HG0060770). This result is in agreement with the central role of ERF‐VII transcription factors as master regulators of hypoxia and waterlogging response. 

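Upregulated in all 5 varieties were 27 genes in the edgeR fit, 59 with the replicate block and 82 with DESeq2. Without Golden Promise control replicate 3 the edgeR fit gave 3, and without Infinity waterlogged replicate 3 it gave 53. By the smallest log2 fold change over the varieties, the 5 largest were ADH1_D, HvADH1, HvHB and 2 genes that the tables at hand do not pair with a name. Of these, HORVU.MOREX.r3.4HG0382720 rose by 3.54 (standard error 0.594, edgeR adjusted p = 0.00872) in Golden Promise to 5.42 (standard error 0.645, edgeR adjusted p = 4.9e-05) in Regina, and HORVU.MOREX.r3.2HG0127330 by 2.77 (standard error 0.739, edgeR adjusted p = 0.037) in Pilastro to 5.42 (standard error 0.883, edgeR adjusted p = 0.000622) in Regina. The respiratory burst oxidase (HORVU.MOREX.r3.5HG0444960) was called in 4 varieties. In Passport its log2 fold change was 2.80 (standard error 0.742), with an adjusted p of 0.0668 in edgeR, 0.0334 in edgeR with the replicate block and 0.00326 in DESeq2. It lost its call in Golden Promise without control replicate 3 (edgeR adjusted p = 0.145), in Infinity without control replicate 2 (0.0524) and in Pilastro without waterlogged replicate 3 (0.0743).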

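HRE1 (HORVU.MOREX.r3.4HG0405650) rose from 237.9 ± 150 CPM (SD, n = 3) to 1403 ± 332 CPM in Regina, a log2 fold change of 2.56 (standard error 0.375, edgeR adjusted p = 0.000246). In the other varieties it rose by 1.39 to 1.76, with edgeR adjusted p of 0.0278 in Golden Promise, 0.0292 in Infinity, 0.0317 in Pilastro and 0.0596 in Passport (0.0342 with the replicate block). HRE2 (HORVU.MOREX.r3.5HG0497970) rose by 3.01 in Pilastro to 6.04 in Regina (standard errors 0.768 and 0.928). In Golden Promise its change of 3.75 had an edgeR adjusted p of 0.0512. RAP2.3 (HORVU.MOREX.r3.1HG0060770) rose by 1.78 (standard error 0.521, edgeR adjusted p = 0.0548) in Pilastro to 4.12 (standard error 0.598, edgeR adjusted p = 0.000238) in Regina. DESeq2 called all 3 genes in every variety, with an adjusted p of 0.00637 for HRE1 in Passport, 0.000408 for HRE2 in Golden Promise and 0.017 for RAP2.3 in Pilastro. No response was shown to differ between varieties (adjusted p = 1 for each gene in edgeR's interaction test). Regina kept all 3 calls with any 1 library left out. The largest edgeR adjusted p of a called gene elsewhere was 0.214 (HRE1 in Golden Promise, without control replicate 3), 0.183 (HRE1 in Infinity, without control replicate 2), 0.193 (RAP2.3 in Passport, without control replicate 1) and 0.123 (HRE1 in Pilastro, without control replicate 1).

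**Figure D2:**
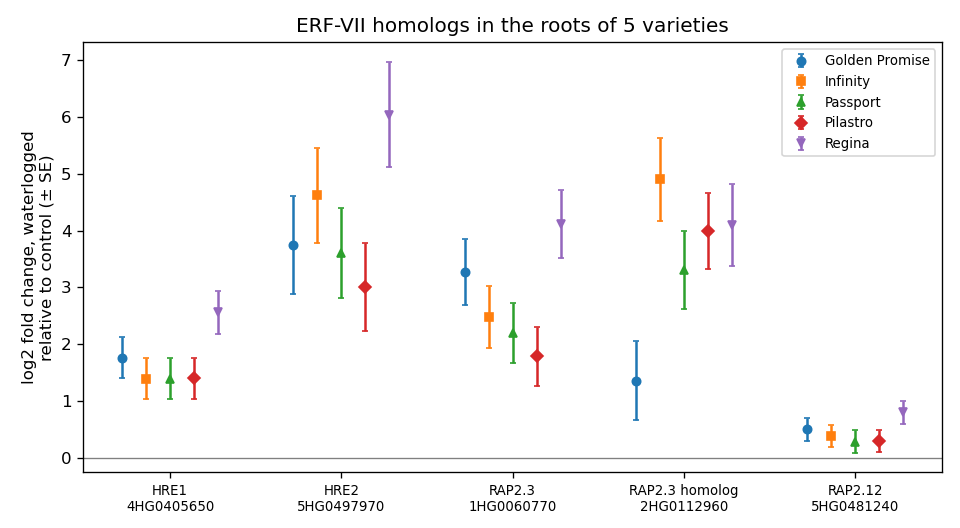
Log2 fold change of waterlogged relative to control roots (vertical axis) for 5 of the homologs of ERF-VII genes that the paper names, by variety; bars are 1 standard error from the edgeR fit of 3 control and 3 waterlogged libraries per variety. Regina has the highest point for HRE1, HRE2, RAP2.3 and RAP2.12, and RAP2.12 lies between 0.29 and 0.80 in all varieties.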

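Downregulated in all 5 varieties were 6 genes in the edgeR fit, 3 without a filter on low counts, 10 with the replicate block and 16 with DESeq2. The edgeR fit gave 1 without Golden Promise control replicate 1. Among the 3 with the largest smallest change were both neighboring peroxidase genes HORVU.MOREX.r3.2HG0119650 and HORVU.MOREX.r3.2HG0119630, which stood at 1.2 to 7.51 CPM in control roots. In Passport and Regina all waterlogged libraries were at 0 for both, at least 4.89-fold and 5.22-fold lower than the controls in Passport and at least 6.33-fold and 7.79-fold lower in Regina. In Pilastro the former was at least 13.0-fold lower. In Golden Promise their edgeR adjusted p was 0.0242 and 0.0475, and without waterlogged replicate 2 of this variety 0.163 and 0.242. Each also lost its call in Infinity without control replicate 2 (edgeR adjusted p = 0.0791 and 0.105) and in Passport without waterlogged replicate 2 (0.1 and 0.167), and HORVU.MOREX.r3.2HG0119630 in Pilastro without waterlogged replicate 3 (0.0695). With so few counts, and with copies that may share reads, their values are uncertain. The third of them, a carbonic anhydrase in Table S4 (HORVU.MOREX.r3.5HG0487570), changed by -1.25 (standard error 0.273, edgeR adjusted p = 0.0245) in Passport to -2.13 (standard error 0.281, edgeR adjusted p = 8.97e-05) in Regina. A further peroxidase, HORVU.MOREX.r3.2HG0215440, was called in Infinity, Passport and Regina. It missed the call in Golden Promise (log2 fold change -2.91) and Pilastro (-2.23), with an adjusted p of 0.126 and 0.0716 in edgeR and 0.0146 and 0.0125 in DESeq2, and without Infinity control replicate 1 it was not called in Infinity (edgeR adjusted p = 0.134), nor in Passport without waterlogged replicate 2 (0.205). In Passport, where replicate numbers were taken to pair the samples, neither it (edgeR adjusted p = 0.0629) nor HORVU.MOREX.r3.2HG0119630 (0.0825) was called with the replicate block. The nitrate transporter (HORVU.MOREX.r3.7HG0700030) and the aldehyde dehydrogenase (HORVU.MOREX.r3.2HG0173750) were called in every variety except Golden Promise. There the log2 fold change was -0.79 (edgeR adjusted p = 0.137) and -0.43 (edgeR adjusted p = 0.111), and in Regina, where both fell most, -1.46 (0.000274) and -0.74 (0.000356). Without Passport control replicate 1 neither was called in Passport (edgeR adjusted p = 0.0744 and 0.11), and without Infinity control replicate 2 neither in Infinity (0.0938 and 0.189). In Pilastro the nitrate transporter was not called without waterlogged replicate 3 (edgeR adjusted p = 0.0849). With the replicate block the aldehyde dehydrogenase was not called in Passport (edgeR adjusted p = 0.0637).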

Sixteen DEGs common to all datasets were downregulated in response to waterlogging (Figure 4c), including three peroxidase genes (HORVU.MOREX.r3.2HG0215440, HORVU.MOREX.r3.2HG0119650, and HORVU.MOREX.r3.2HG0119630) a nitrate transporter (HORVU.MOREX.r3.7HG0700030), and an aldehyde dehydrogenase (HORVU.MOREX.r3.2HG0173750). GO analysis of the set of 98 common DEGs (Figure 4f) revealed largely similar terms to those identified for all upregulated DEGs (Figure 4d), including GO terms such as oxidoreductase activity, carbohydrate metabolic process, and hormone‐mediated signaling.

We next compared our RNA‐seq results to two recently published RNA‐seq datasets. Luan et al. (2022) analyzed the transcriptomic response of four‐leaf stage Franklin and TX9425 barley roots to waterlogging for 24 or 72 h. These were two‐row spring varieties, with Franklin showing sensitivity and TX9425 showing tolerance to waterlogging (Luan et al., 2022). In addition, Borrego‐Benjumea et al. (2020) analyzed the transcriptomic response of waterlogged barley roots in 2 week old *Yerong* and *Deder2* for 72 or 120 h. Both varieties had been chosen because of their tolerance to waterlogging (Li et al., 2008; Takeda, 1989). Raw RNA‐seq data were analyzed using the same pipeline as for our datasets. PCA analysis of all datasets showed that most of the variation was due to the origin of the dataset (Figure S5A; PC1: 68.39% variance), likely because waterlogging stress is known to vary considerably based on experimental differences, such as soil type. As expected, the different samples could also be separated based on treatment (Figure S5A; PC2: 17.03% variance). To facilitate the comparison between the different datasets, we selected the most similar time points to those of our study (i.e., 0 h control and 24 h waterlogged for Luan et al. and 72 h control and waterlogged for Borrego‐Benjumea et al.). Despite the differences in barley varieties, age of the plants, and duration of the waterlogging treatment, a statistically significant overlap was observed between both the upregulated and downregulated genes in our datasets and in those recently published datasets DEGs (Figure S5B and S5C) (Borrego‐Benjumea et al., 2020; Luan et al., 2022). GO analysis of the 448 DEGs that were upregulated in all datasets identified terms related to metabolism and oxidoreductase activity (Figure S5F), again in agreement with known key aspects of plant responses to waterlogging. Genes associated with transporter activity were found among the 309 shared downregulated genes (Figure S5G).

### 3.5 Identification of unique expression signatures between varieties

To compare the responses to waterlogging between the five varieties used in this study, *k*‐means clustering was performed on 10,882 genes identified as differentially expressed in (i) at least one variety when comparing waterlogged to control samples for each variety or (ii) between the control samples (i.e., these have intrinsic differential expression between at least two varieties in the absence of waterlogging) or (iii) between the waterlogged samples from different varieties (i.e., genes that are differentially expressed between at least two varieties under waterlogging) (Figure S6A). 

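The same selection with edgeR took the 25 comparisons of Figure S6A: 5 of waterlogged with control samples, 10 between controls and 10 between waterlogged samples of different varieties. At least 1 of them called 9921 genes, and 9384 of these had a mean of at least 10 normalized counts. The selection with DESeq2 gave 10929 genes, and leaving out 1 library 8082 to 10024. An F-test over the 5 groups of controls called 5484 genes and the same test over the waterlogged groups 4786. DESeq2 raised these numbers to 6726 and 5911, and fitting the libraries of 1 treatment alone lowered them to 3864 and 3863.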

Clustering analysis revealed distinct gene expression patterns between samples (Figure 5a). A number of clusters contained genes that were upregulated in multiple varieties in response to waterlogging compared with untreated plants (i.e., clusters 4, 7, 8, 14, and 21). The largest cluster (#14) comprised 802 genes (Table S4) with a centroid expression that was higher in all varieties in response to waterlogging (Figures 5b and S6). 

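K-means clustering (25 centers, 1000 starts, at most 300 iterations, Lloyd's algorithm) was run on the group means of the stabilized counts, scaled per gene. The largest cluster, with 725 of the 9384 genes, held 26 of the 27 genes upregulated in all varieties and stands for cluster 14 here. Its mean level rose from 3.92 ± 0.0586 (SD of the library means in log2 CPM, n = 3) to 4.77 ± 0.103 in Golden Promise, and from 3.90 ± 0.0796 to 5.42 ± 0.119 in Regina. It rose from 4.13 ± 0.224 to 5.45 ± 0.285 in Infinity, from 4.17 ± 0.163 to 5.18 ± 0.0818 in Passport and from 4.37 ± 0.182 to 5.44 ± 0.167 in Pilastro. In at least 1 variety edgeR called 649 (89.5%) of its genes, all upregulated, against 1591 (17.0%) of all clustered genes; these calls were part of the selection for clustering. The DESeq2 selection gave 847 genes and 30 centers 628. Of the 725 genes, 637 were in the DESeq2 cluster and 600 in that of 30 centers. Leaving out 1 library gave 522 genes (without Infinity waterlogged replicate 3), the largest move, to 767.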

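Every homolog of ADH1 and HB1 in Figure S4, and HRE1, HRE2 and RAP2.3, fell into the largest cluster, both with the edgeR and with the DESeq2 selection of genes. Genes joined by the shape of their scaled mean profile, so membership does not mean that a gene was called in each variety. The homolog of RAP2.12 (HORVU.MOREX.r3.5HG0481240) was called in Regina alone. It rose there from 152.6 ± 40.3 CPM (SD, n = 3) to 265.9 ± 37.4 CPM, a log2 fold change of 0.80 (standard error 0.201, edgeR adjusted p = 0.0217), and without Regina waterlogged replicate 2 its edgeR adjusted p was 0.124. In the other varieties it changed by 0.29 to 0.50, with an adjusted p of 0.341 to 0.579 in edgeR and 0.251 to 0.519 in DESeq2. The additional homolog of RAP2.3 (HORVU.MOREX.r3.2HG0112960) rose by 3.31 (standard error 0.69, edgeR adjusted p = 0.0164) in Passport to 4.90 (standard error 0.734, edgeR adjusted p = 0.000608) in Infinity. Without Passport control replicate 1 it was not called in Passport (edgeR adjusted p = 0.119). In Golden Promise it changed by 1.36 (standard error 0.703), with an adjusted p of 0.825 in edgeR and 0.72 in DESeq2. The change in Golden Promise was not shown to differ from that of the other varieties (adjusted p = 1 in edgeR's interaction test).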

Cluster 14 included homologs of known hypoxia response genes such as those described above in the common set of 82 upregulated DEGs in barley (Figure 4b), as well as homologs of Arabidopsis *RAP2.12* (HORVU.MOREX.r3.5HG0481240), additional homologs of *RAP2.3* (HORVU.MOREX.r3.2HG0112960), and homologs of *ADH1* (HORVU.MOREX.r3.2HG0115170 and HORVU.MOREX.r3.3HG0252910) (Figure S4A and S4B). Furthermore, transcription factors from the ERF; bHLH; basic leucine zipper (bZIP); no apical meristem, ATAF1,2, and CUC2; and WRKY families were also identified in cluster 14 (Table S4), all of which belong to families with established and conserved roles in the regulation of hypoxia response genes (Lee & Bailey‐Serres, 2021; Mustroph et al., 2010; Reynoso et al., 2019). GO analysis of the 802 genes in cluster 14 identified terms related to hormone and stress responses, oxidoreductase and kinase activities, and metabolism (Figure 5c).

**FIGURE 5:**
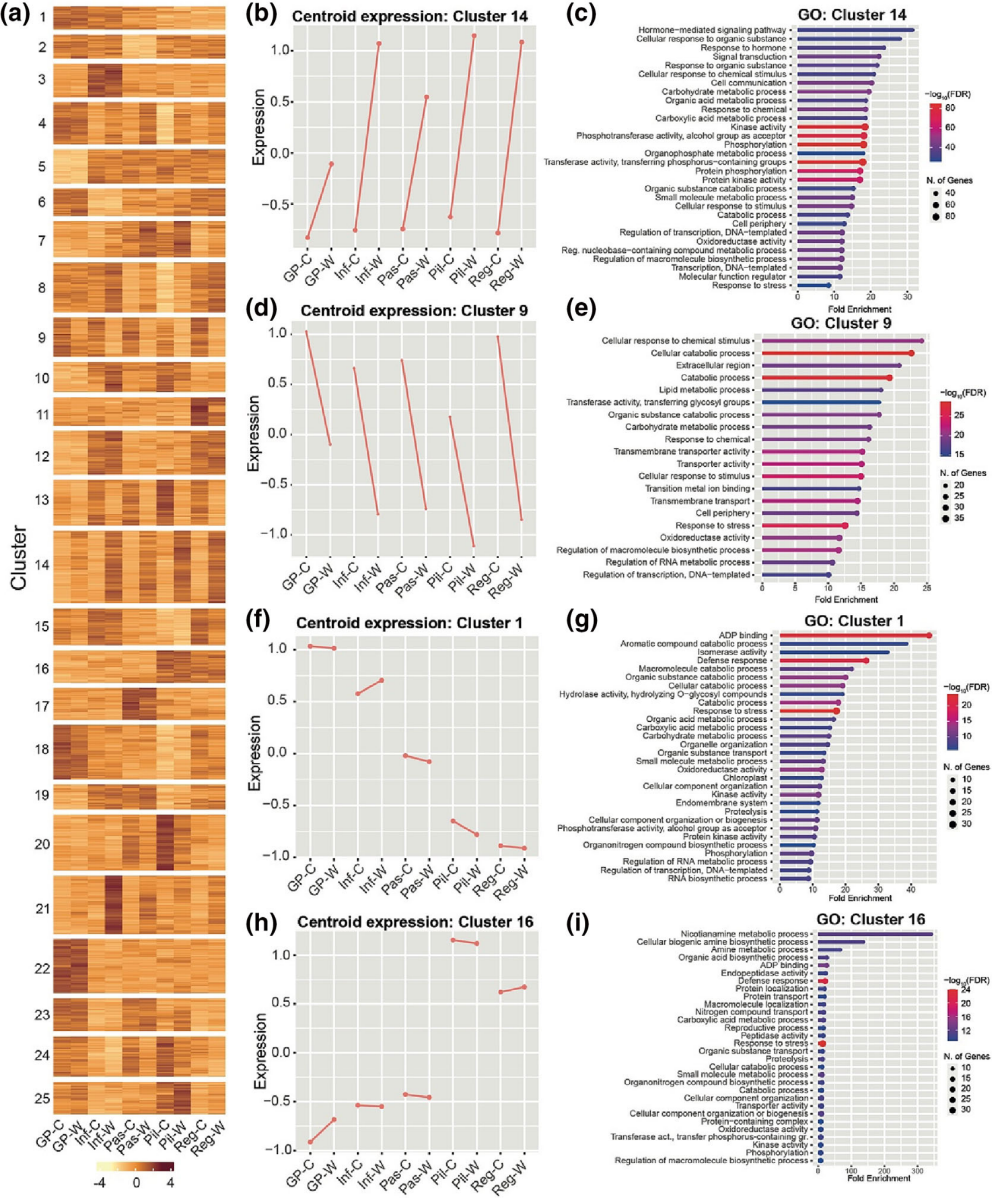
Clustering analysis of DEGs in waterlogged compared with control samples. (a) Heatmap showing the results of *k*‐means clustering (*k* = 25) of 10,882 DEGs (see Figure S6A for selection criteria). Image generated using *ComplexHeatmap* in *R*. (b) Plot of centroid expression for genes in cluster 14. (c) The 20 most highly enriched GO terms among the 802 genes identified in cluster 14. (d) Plot of centroid expression for DEGs in cluster 9. (e) The 20 most highly enriched GO terms among the 435 genes identified in cluster 9. (f) Plot of centroid expression for genes in cluster 1. (g) The 20 most highly enriched GO terms among the 257 genes from cluster 1. (h) Plot of centroid expression for genes in cluster 16. (i) The 20 most highly enriched GO terms among the 359 genes from cluster 16. DEG, differentially expressed gene; FDR, false discovery rate; GO, gene ontology.

In contrast, clusters 5, 9, 13, 15, 20, and 24 comprised genes that were downregulated in response to waterlogging in multiple varieties. 

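The cluster that held most of the genes downregulated in all varieties, 4 of 6 in the edgeR fit, had 390 genes. With DESeq2's selection it had 374 genes and held 10 of 16. Its mean level fell from 4.64 ± 0.259 (SD of the library means in log2 CPM, n = 3) to 3.52 ± 0.184 in Regina and from 4.48 ± 0.178 to 3.65 ± 0.220 in Infinity. In Golden Promise it fell from 4.36 ± 0.101 to 3.81 ± 0.122, in Passport from 4.43 ± 0.184 to 3.6 ± 0.0856 and in Pilastro from 4.12 ± 0.246 to 3.39 ± 0.173. In at least 1 variety 291 (74.6%) of these genes were called by edgeR, all downregulated. With 20 centers the cluster had 507 genes, 371 of them shared with the 390, and with 30 centers 276, with 213 shared. Without 1 library it had 313 to 446. Of the genes that the paper names as downregulated in all varieties, HORVU.MOREX.r3.2HG0215440 and HORVU.MOREX.r3.2HG0119650 were in this cluster with edgeR's selection and in another with that of DESeq2.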

Cluster 9 contained 435 genes that were downregulated in response to waterlogging (Figures 5d and S6), including 14 of the 16 genes that were downregulated in waterlogged samples from all varieties (Figure 4c and Table S4). Among these genes was an aminotransferase (HORVU.MOREX.r3.2HG0190680), whose top‐scoring Arabidopsis homolog is γ‐aminobutyric acid transaminase (AT3G22200). 

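In Golden Promise the aminotransferase fell from 61.1 ± 9.66 CPM (SD, n = 3) to 35.0 ± 11.6 CPM, a log2 fold change of -0.81 (standard error 0.219), with an adjusted p of 0.14 in edgeR and 0.0471 in DESeq2. The other varieties were called by edgeR: Infinity (-0.96, adjusted p = 0.0141), Passport (-0.93, adjusted p = 0.0376), Pilastro (-1.08, adjusted p = 0.00866) and Regina (-1.29, adjusted p = 0.000981), each with a standard error of 0.219 to 0.221. In all 5 varieties no waterlogged library was above all controls. The call was lost in Infinity without waterlogged replicate 1 (edgeR adjusted p = 0.0755), in Passport without waterlogged replicate 2 (0.247) and in Pilastro without waterlogged replicate 3 (0.061).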

In Arabidopsis, the expression of this gene is also reduced in response to hypoxia (Branco‐Price et al., 2008). 

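The gene for a cation exchanger, HORVU.MOREX.r3.3HG0266310, stood at 12.0 to 21.4 CPM in the controls of the 5 varieties and at 2.27 to 4.78 CPM in waterlogged samples. Its log2 fold change was -1.54 in Golden Promise (standard error 0.371, adjusted p = 0.0713 in edgeR and 0.0136 in DESeq2). It was -1.77 in Infinity (edgeR adjusted p = 0.00922), -2.40 in Passport (0.0036), -2.45 in Pilastro (0.00242) and -2.32 in Regina (0.000656), and these 4 calls held with any 1 library left out.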

Another member of cluster 9 whose expression was downregulated in all varieties in response to waterlogging is a cation exchanger (HORVU.MOREX.r3.3HG0266310). In Arabidopsis, the closely related Ca^2+^/proton exchanger 11 (CAX11) is important to maintain cytosolic Ca^2+^ homeostasis and was shown to be downregulated in response to hypoxia and waterlogging (Wang et al., 2016). Multiple transcription factors from the heat‐shock and MYB transcription factor families were also found in cluster 9. This is consistent with the observation that differentially expressed MYB transcription factors were predominantly found to be downregulated in response to waterlogging in *Yerong* and *Deder2* (Borrego‐Benjumea et al., 2020). GO analysis of the 435 genes in cluster 9 showed an enrichment for terms related to lipid and carbohydrate metabolism, transmembrane transporter activities, and cell periphery (Figure 5e), similarly to the GO terms identified in all genes downregulated in response to waterlogging (Figure 4e).

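For genes that are high in Golden Promise and Infinity, a pattern was set beforehand from the paper's description of cluster 1. It was high in these varieties, intermediate in Passport and low in Pilastro and Regina, in both treatments. The cluster was taken whose centroid had the highest correlation with this pattern. It had 231 genes, the fewest of the 25 clusters. In control roots their mean level was 4.10 ± 0.0474 (SD of the library means in log2 CPM, n = 3) in Golden Promise, 4.06 ± 0.0523 in Infinity and 3.99 ± 0.0437 in Passport. The cluster met the pattern only in part. Its scaled centroid in controls was 0.509 in Infinity and 0.479 in Passport, and -0.390 in Pilastro but -1.24 in Regina. It is still called high in Golden Promise and Infinity below, although Passport was nearly as high and Regina alone was clearly low. The cluster depended on the number of centers: with 20 centers the cluster closest to this pattern had 555 genes, of which 27 were among the 231, and its correlation with the pattern was 0.730, against 0.885 with 25 centers. With DESeq2's selection it had 275 genes, 192 of them shared. Leaving out 1 library gave 200 (without Passport control replicate 3) to 585 genes (without Golden Promise control replicate 2), from fewer random starts. By the F-test over the controls, the most different genes of the cluster were HORVU.MOREX.r3.5HG0488130 (edgeR adjusted p = 6.82e-16) and its neighbor HORVU.MOREX.r3.5HG0488110 (edgeR adjusted p = 2.9e-14). The former had 46.9 ± 2.72 CPM (SD, n = 3) in Infinity controls, 18.6 ± 1.96 to 20.7 ± 1.89 in Golden Promise, Passport and Pilastro, and no count in Regina.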

Clustering analysis also identified gene expression signatures that were specific to individual varieties: Cluster 1 (257 genes) contained genes whose expression was the highest in the barley varieties *Golden Promise* and *Infinity* and intermediate in *Passport*. In contrast, the expression of these genes was markedly lower in the varieties *Pilastro* and *Regina* (Figures 5f and S6). 

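In control roots the mean level of the 231 genes was 3.43 ± 0.0302 in Pilastro and 2.83 ± 0.0389 in Regina (SD of the library means in log2 CPM, n = 3), and with waterlogging 3.38 ± 0.00202 and 2.78 ± 0.0465. In 16 of these genes (6.93%), all libraries of at least 1 variety had 3 counts or fewer, against 2.83% of the clustered genes outside this cluster and the cluster high in Pilastro and Regina.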

GO analysis of genes in cluster 1 identified terms related to catabolic and metabolic processes (Figure 5g), which could be relevant to waterlogging tolerance/sensitivity. In contrast, genes in cluster 16 (359 genes) had an opposite behavior, in that they were more highly expressed in *Pilastro* and *Regina* but were only expressed at low levels in the other varieties (Figures 5h and S6). 

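The cluster whose centroid correlated best with a pattern high in Pilastro and Regina and low elsewhere had 260 genes. Its size was 334 with 20 centers and 214 with 30 centers, and 189 and 185 of the 260 genes were in those clusters. With DESeq2's selection the cluster closest to this pattern had 399 genes, 87 of them among the 260, and was high mainly in Pilastro: its scaled centroid was 1.52 in control and 1.18 in waterlogged roots of Pilastro, but 0.201 and 0.241 in Regina. It lay between 227 and 307 when 1 library was left out. In the F-test over the controls, HORVU.MOREX.r3.2HG0109440 had the smallest p (edgeR adjusted p = 5.22e-12), with 29.2 ± 3.03 CPM (SD, n = 3) in Pilastro, 30.0 ± 0.995 in Regina and 3.85 ± 0.923 to 7.32 ± 0.988 in the other controls. HORVU.MOREX.r3.4HG0347790 (edgeR adjusted p = 8.39e-11) had 53.1 ± 0.729 and 48.6 ± 8.54 CPM in Pilastro and Regina, against 18.3 ± 0.795 to 26.6 ± 1.63 in the other varieties. In 24 of the 260 genes (9.23%), at least 1 variety had 3 counts or fewer in all its libraries.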

GO analysis of genes in cluster 16 revealed an enrichment for genes associated with diverse processes found in other clusters or sets of genes, except the term “nicotianamine metabolic process” which was only found in the GO analysis of cluster 16 genes. This GO term relates to metal (including iron) homeostasis, which could be of relevance to waterlogging stress tolerance because of the increased uptake of metals and their toxicity to plants in waterlogged conditions. 

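Few genes of either cluster were called between waterlogged and control samples. The patterns that chose the clusters are alike in control and waterlogged groups, so few calls follow in part from that choice. Of the 231 genes high in Golden Promise and Infinity, edgeR called 9 (3.90%) in at least 1 variety and DESeq2 23 (9.96%). Of the 260 genes high in Pilastro and Regina, edgeR called 5 (1.92%) and DESeq2 19 (7.31%). The 4 genes of both clusters with the smallest p in the control F-test were not called by edgeR in any variety.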

Notably, genes in clusters 1 and 16 were not differentially expressed in response to waterlogging. Instead, it is their intrinsic (or varietal‐specific) expression level that differs between the samples.

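Between the controls of the 5 varieties, edgeR's F-test called 164 (71.0%) of the genes high in Golden Promise and Infinity and 187 (71.9%) of those high in Pilastro and Regina. Between the waterlogged samples it called 167 (72.3%) and 180 (69.2%). In the cluster that rose in all varieties, the F-test over the controls called 20.3%. These shares are no independent evidence, since genes entered the clustering because of such differences or of a response to waterlogging. The paper states that the intrinsic, or variety-specific, expression level of the genes in both clusters differs.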

## 4 DISCUSSION

Maintaining yields in the context of global climate change is a challenge, as crops are likely to experience a wider range of stresses simultaneously or sequentially. Accordingly, efforts are now made to improve crop resilience to multiple abiotic and biotic stresses, as opposed to tolerance to a specific stress. At the same time, the trade‐off between the gain of new traits and yield also requires careful consideration (Bailey‐Serres et al., 2019). Waterlogging in particular causes important crop losses and will become more prevalent in some regions. Several QTLs have been identified with genes that could be targeted to improve crop tolerance to waterlogging, but the role of candidate genes often needs to be validated, as well as their suitability to improve crop tolerance to waterlogging. Alternatively, targeted mutations in genes coding for key hypoxia response components, such as genes of the N‐degron protein degradation pathway, have yielded Arabidopsis and barley lines that are more tolerant to waterlogging and other abiotic stresses (Mendiondo et al., 2016; Vicente et al., 2017), albeit with a potential trade‐off on their ability to resist infection by some pathogens (de Marchi et al., 2016; Gravot et al., 2016; Vicente et al., 2019).

Barley is an essential crop that exhibits varietal differences in its sensitivity to waterlogging. The identification of potential candidate genes that can be targeted or used as markers to identify waterlogging‐tolerant varieties would be of importance. One approach to identifying candidate targets and markers is the comparison of genome‐wide transcriptional responses of different varieties to waterlogging. Here, after identifying a time point (24 h) at which the expression of well‐known hypoxia response marker genes peaked, we screened a subset of 20 winter varieties to identify some with a differential transcriptional response to waterlogging. Based on this analysis, we determined the genome‐wide transcriptional response to waterlogging of four winter barley varieties and of the model spring variety *Golden Promise*. In agreement with previous transcriptional studies with a range of plants and crops (Borrego‐Benjumea et al., 2020; Lee et al., 2011; Lee & Bailey‐Serres, 2021; Luan et al., 2022, 2023; Mustroph et al., 2010; Reynoso et al., 2019; van Veen et al., 2016), our RNA‐seq datasets indicate that the transcriptional reprogramming that accompanies the onset of waterlogging response in barley involves cellular processes such as carbohydrate metabolic processes, regulation of oxidative stress, and metal homeostasis. Many of the upregulated and downregulated genes identified in this study had also been shown to be differentially expressed in two other datasets generated using distinct barley varieties and different experimental conditions (Borrego‐Benjumea et al., 2020; Luan et al., 2022, 2023). This overlap, together with the results of GO and RT‐qPCR analyses, validates our datasets. We also identified a set of 98 waterlogging response genes that were common to the five datasets generated in this study. Many of these common DEGs are homologs of “core hypoxia response genes” that were identified across a range of plant species (Mustroph et al., 2009) and that are involved in processes such as cell wall metabolism, ethylene biosynthesis and signaling, carbohydrate metabolism, and ROS regulation. Multiple transcription factors belonging to the ERF, bHLH, and WRKY families, which are known to be important for the onset of the waterlogging response program, are also among these 98 common DEGs. Hence, our data indicate that, as expected, the gene regulatory network that controls waterlogging response is conserved among monocots and dicots (Mustroph et al., 2010; Tamura & Bono, 2022).

Clustering analysis of the different DEGs identified groups of genes that behave similarly between the five varieties in response to waterlogging (e.g., all genes in clusters 14 and 9 are upregulated or downregulated, respectively). This analysis also revealed genes that are differentially expressed between the varieties in the absence of treatment (see clusters 1 and 16; Figure 5f,h). 

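Of the 725 genes in the cluster that rose with waterlogging, 659 had a positive fold change in all 5 varieties in the edgeR fit, and 347 of the 390 genes in the cluster that fell had a negative one. The median over genes of the mean log2 fold change of the varieties was 0.87 in the former and -0.65 in the latter, and these medians were the same with genes that had a group at or under 3 counts set to their bound. The interaction test of edgeR called no gene, in these clusters or elsewhere. At an unadjusted p under 0.05, 135 genes of the former and 22 of the latter were.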

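By edgeR's F-tests, 135 of the 231 genes high in Golden Promise and Infinity and 147 of the 260 genes high in Pilastro and Regina differed both between the controls and between the waterlogged samples of the varieties.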

While their expression does not typically change in response to waterlogging, it is possible that either the low or high intrinsic expression of some of these genes may “predispose” certain varieties to either sensitivity or tolerance to waterlogging. In other words, these genes could constitute variety‐specific waterlogging susceptibility or tolerance factors. Validating this possibility would require (i) an in‐depth characterization of the physiological responses and yield losses of a large number of varieties that would be first grouped based on the intrinsic expression level of genes of interest; (ii) dissecting the function of these genes, many of which have paralogs in barley; and (iii) generating barley plants that are mutated or that constitutively express these different genes, followed by a detailed characterization of the physiological response and yield under waterlogged conditions. Potential trade‐offs on other traits of agronomic relevance and on resilience to other abiotic and biotic stresses would also need to be assessed. Considering the variety of gene functions present in clusters 1 and 16, it is however difficult to predict which genes (or gene families) are most likely to be of potential relevance to crop improvement. Their association with genome‐wide association studies and QTL identification would most likely help to pinpoint the best candidates. For example, we compared our data to a list of 28 genes located in QTLs for waterlogging tolerance (Table S4) that were identified following a screen of nearly 700 barley varieties with a specific focus on root traits (i.e., the formation of adventitious roots and of root cortical aerenchyma) (Manik et al., 2022). 

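Of the 28 genes, 21 passed edgeR's filter. Of the 7 others, 5 had no count in any of the 30 libraries and the other 2 had at most 4 counts in a library, so a difference between varieties was not detectable at this depth. None of the 21 genes was called between waterlogged and control samples in any variety.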

A number of candidate genes that are a part of this list are differentially regulated between the control samples or the waterlogged samples of the different varieties we tested. These genes include the homolog of HRE2 (HORVU.MOREX.r3.6HG0621670)—one of the ERF‐VII transcription factors that regulates the hypoxia response program, and a potassium transporter (HORVU.MOREX.r3.7HG0736590). This gene may be relevant because regulation of potassium flux during waterlogging has been shown to be important (Gill et al., 2018). 

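The F-test over the 5 groups of controls called 6 of the 21 candidates and that over the waterlogged groups 4, and these 4 were among the 6. Adjusted over the list alone, the numbers were also 6 and 4. Besides the HRE2 homolog and the potassium transporter, they were a polypyrimidine tract-binding protein (HORVU.MOREX.r3.1HG0075830), a hydrolase (HORVU.MOREX.r3.5HG0422490), a transporter (HORVU.MOREX.r3.5HG0508840) and a receptor kinase (HORVU.MOREX.r3.5HG0508880). In edgeR, the adjusted p between controls was 0.00104 for the transporter, 0.00482 for the binding protein, 0.0147 for the kinase and 0.0334 for the hydrolase. Between waterlogged samples it was 0.000672 for the transporter, 0.029 for the hydrolase, 0.117 for the binding protein and 0.12 for the kinase. DESeq2 called the same genes and also an F-box protein (HORVU.MOREX.r3.7HG0736350, adjusted p = 0.0264 between controls) and an aquaporin (HORVU.MOREX.r3.2HG0188290, adjusted p = 0.0188 between waterlogged samples). With 1 library left out, edgeR called 5 to 7 of the list.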

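In control roots the homolog of HRE2 stood at 129.8 ± 12.1 CPM (SD, n = 3) in Infinity and at 80.8 ± 11.3 to 102.5 ± 3.78 CPM in the other varieties (edgeR adjusted p = 0.00914 in the F-test). Without Infinity control replicate 1, the edgeR adjusted p was 0.056. In waterlogged samples it stood at 181.8 ± 32.4 CPM in Infinity and 93.4 ± 14.1 CPM in Pilastro (edgeR adjusted p = 0.000186 in the F-test). The potassium transporter had a mean of only 21.9 counts per library. In controls it was highest in Regina, at 4.64 ± 0.449 CPM, then 2.30 ± 0.8 in Golden Promise, 1.96 ± 0.663 in Pilastro, 0.667 ± 0.0943 in Infinity and 0.437 ± 0.378 in Passport (edgeR adjusted p = 4.51e-05 in the F-test). Between waterlogged samples the edgeR adjusted p was 0.014.

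**Figure D3:**
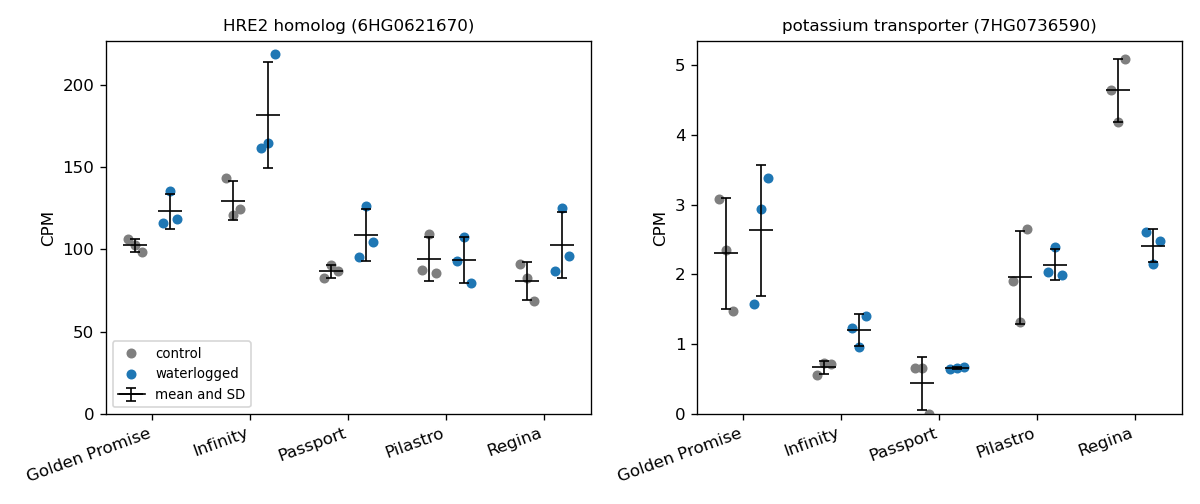
CPM (vertical axes, from 0) of the HRE2 homolog (left) and the potassium transporter (right) in the 3 control and 3 waterlogged libraries of each variety (points; black marks are the mean and SD). The HRE2 homolog is highest in waterlogged Infinity, at a mean of 181.8 CPM, and the potassium transporter in Regina controls, at a mean of 4.64 CPM.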

Although the expression does not necessarily change in response to waterlogging, the intrinsic expression differences between varieties may be of interest to breeding waterlogging‐tolerant varieties in barley.

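With waterlogging, the log2 fold change of the HRE2 homolog was 0.27 in Golden Promise (edgeR adjusted p = 0.88), 0.49 in Infinity (0.074), 0.33 in Passport (0.335), -0.01 in Pilastro (0.987) and 0.35 in Regina (0.258), with standard errors of 0.15 to 0.151. The potassium transporter fell only in Regina, with a log2 fold change of -0.94 (standard error 0.428, edgeR adjusted p = 0.288). In the other varieties it rose, by 0.13 in Pilastro (standard error 0.436) to 0.83 in Infinity (standard error 0.497, edgeR adjusted p = 0.413). The response of neither gene was shown to differ between varieties (adjusted p = 1 in edgeR's interaction test).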

## AUTHOR CONTRIBUTIONS

AM, AJB, and EG conducted experiments; AJB, AM, JB, FW, and EG analyzed RNA‐seq datasets and wrote the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no conflicts of interest.

## PEER REVIEW

The peer review history for this article is available in the supporting information for this article.

## Supporting information

**Table S1:** List of varieties used in this study. All varieties listed are winter varieties, except for *Golden Promise*, which is a spring variety. Apart from *Infinity* and *Golden Promise*, all varieties originated from the AGOUEB population (Thomas et al., 2014).
**Table S2:** List of oligonucleotides used in this study.
**Figure S1: Selection of reference genes for RT‐qPCR analysis, and of time points for waterlogging experiments.** (A) Cp values for selected reference genes. Whole roots were collected at different time‐points after the beginning of waterlogging treatment, and pooled for RNA extraction. Expression was determined using RT‐qPCR. Cp values are shown for three biological replicates using the *Golden Promise* variety. (B) Transcriptional response of selected hypoxia response marker genes at different time points after the beginning of waterlogging treatment. Mean values of 2 biological replicates are shown. Error bars indicate standard deviations. (C) Mean Cp values for Hv*ACTIN* for all varieties and RT‐qPCRs presented in Figure 1. Error bars correspond to SEM.
**Figure S2: Relative expression of Hv*PDC1* in selected varieties.** Hv*PDC1* expression relative to *ACTIN* in untreated (open symbols; normal watering) and waterlogged (blue symbols) plants after 24 h of treatment. The dashed line corresponds to the average relative expression of Hv*PDC1* for waterlogged samples for all varieties tested across all replicates. Data shown is from three biological replicates, except *Golden Promise* (*Golden P.*) which had 4 biological replicates. Each biological replicate corresponds to whole roots from 3 plants pooled. Error bars correspond to SEM. See Figure 1D for the results of two‐way ANOVA.
**Figure S3: Assessing the quality of RNA‐seq datasets.** (A) Details of samples used for RNASeq analysis. (B) Heatmap showing sample‐to‐sample Euclidean distance (generated by *PCA explorer* package in *R*). (C) Absolute number of reads aligned to Morex v3 for each sample. (D) PCA plot showing PC2 vs PC1 with ellipses grouping samples based on their sowing season. Plot is identical to Figure 3A, but highlights grouping based on PC2 instead of PC1.
**Figure S3: Assessing the quality of RNA‐seq datasets.** (A) Details of samples used for RNASeq analysis. (B) Heatmap showing sample‐to‐sample Euclidean distance (generated by *PCA explorer* package in *R*). (C) Absolute number of reads aligned to Morex v3 for each sample. (D) PCA plot showing PC2 vs PC1 with ellipses grouping samples based on their sowing season. Plot is identical to Figure 3A, but highlights grouping based on PC2 instead of PC1. 7 (E) PCA plot showing PC4 vs PC3 with ellipses grouping by row number. (F) PCA plot showing PC4 vs PC3. Plot is identical to (E), but color grouping based on PC4 instead of PC3.
**Figure S4: Internal validation of RNA‐seq datasets.** (A) Boxplots showing variance stabilized transformed (VST) read counts for barley orthologs of Arabidopsis *ADH1* that responded to waterlogging treatment: ADH1_A (HORVU.MOREX.r3.1HG0082960), ADH1_B (HORVU.MOREX.r3.2HG0115170), ADH1_C (HORVU.MOREX.r3.3HG0252910) and ADH1_D (HORVU.MOREX.r3.4HG0345740). (B) Boxplots showing VST read counts for a barley ortholog of Arabidopsis HB1 that responded to waterlogging treatment (HB1_A [HORVU.MOREX.r3.7HG0715010]). In (A) and (B), VST counts from control and waterlogged samples for *Golden Promise* (GP), *Infinity* (Inf), *Passport* (Pas), *Pilastro* (Pil) and *Regina* (Reg.) are shown.
**Figure S5: Comparison of RNA‐seq datasets with published datasets.** (A) PCA plot showing PC1 vs PC2 with ellipses grouping samples based on the dataset origin and treatment. (B) Overlap of DEGs identified in this study and those determined after re‐analysis of raw data from Luan et al. (Luan et al., 2022) (adjusted *p*‐value < 0.05). (C) Overlap of DEGs identified 10 in this study and those determined after re‐analysis of raw data from Borrego‐Benjumea et al. (Borrego‐Benjumea et al., 2020) (adjusted *p*‐value < 0.05). (D) Overlap of up‐regulated DEGs identified in this study with up‐regulated DEGs from Luan et al. and Borrego‐Benjumea et al. (E) Overlap of down‐regulated DEGs identified in this study with down‐regulated DEGs from Luan et al. and Borrego‐Benjumea et al. (F) Top 20 GO terms enriched in 448 shared up‐regulated DEGs identified in (D). (G) Top 20 GO terms enriched in 309 shared upregulated DEGs identified in (E).
**Figure S6: Clustering Analysis.** (A) Structure of data used to generate DEG list used for *k*means clustering analysis. The means of normalized read counts from 3 biological replicates generated from *DeSeq2* were filtered as follows. *Deseq2* DEG analysis was performed and results for 25 comparisons were extracted. Firstly, a list of all 11,613 differentially expressed genes (DEGs) filtered by adjusted *p*‐value < 0.05 was generated by combining DEGs from waterlogged vs control samples from the same variety and DEGs from pairwise comparisons of each control to each other control variety and each waterlogged to each other waterlogged variety (25 DEG lists). Next the DEGs with a mean of <10 normalized reads were removed, leaving 10,882 genes for clustering analysis. (B) Number of up and downregulated DEGs (filtered by adjusted *p*‐value < 0.05) in waterlogged vs control samples for each variety as a percentage of all the DEGs in that sample. Gene expression patterns are shown for DEGs from cluster 1 (C), cluster 13 (D), cluster 14 (E) and cluster 16 (F). The expression of the core centroid is shown in black while the expression of each gene within the cluster is shown in color. The score indicates the correlation of expression of each gene within a cluster to the expression pattern of the core centroid of that cluster. Scores closer to 1 indicate a better fit to the centroid expression pattern. Data is shown for control (C) and waterlogged (W) samples from *Golden Promise* (GP), *Infinity* (Inf), *Passport* (Pas), *Pilastro* (Pil) and *Regina* (Reg). Click here for additional data file.

**Table S3.** Gene counts. Click here for additional data file.

**Table S4.** Lists of DEGs. Click here for additional data file.

**Table S5.** VST gene counts. Click here for additional data file.

**Table S6.** Comparison with other published datasets. Click here for additional data file.

**Table S7.** DEGs in other datasets. Click here for additional data file.

Supporting info item Click here for additional data file.

## Data Availability

The datasets supporting the results of this article are included within the article (and its supplemental files). RNA‐seq data have been deposited with the Gene Expression Omnibus (GEO) repository (at http://www.ncbi.nlm.nih.gov/) under GSE220532.

# Supplementary material for: Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response
**Source:** Plant Direct. 2023 Aug 12;7(8):e518. doi: 10.1002/pld3.518
**Supplement:** Supplementary file 1 — Table S1: List of varieties used in this study. All varieties listed are winter varieties, except for Golden Promise, which is a spring variety. Apart from Infinity and Golden Promise, all varieties originated from the AGOUEB population (Thomas et al., 2014). Table S2: List of oligonucleotides used in this study. Figure S1: Selection of reference genes for RT‐qPCR analysis, and of time points for waterlogging experiments. (A) Cp values for selected reference genes. Whole roots were collected at different time‐points after the beginning of waterlogging treatment, and pooled for RNA extraction. Expression was determined using RT‐qPCR. Cp values are shown for three biological replicates using the Golden Promise variety. (B) Transcriptional response of selected hypoxia response marker genes at different time points after the beginning of waterlogging treatment. Mean values of 2 biological replicates are shown. Error bars indicate standard deviations. (C) Mean Cp values for HvACTIN for all varieties and RT‐qPCRs presented in Figure 1. Error bars correspond to SEM. Figure S2: Relative expression of HvPDC1 in selected varieties. HvPDC1 expression relative to ACTIN in untreated (open symbols; normal watering) and waterlogged (blue symbols) plants after 24 h of treatment. The dashed line corresponds to the average relative expression of HvPDC1 for waterlogged samples for all varieties tested across all replicates. Data shown is from three biological replicates, except Golden Promise (Golden P.) which had 4 biological replicates. Each biological replicate corresponds to whole roots from 3 plants pooled. Error bars correspond to SEM. See Figure 1D for the results of two‐way ANOVA. Figure S3: Assessing the quality of RNA‐seq datasets. (A) Details of samples used for RNASeq analysis. (B) Heatmap showing sample‐to‐sample Euclidean distance (generated by PCA explorer package in R). (C) Absolute number of reads aligned to Morex v3 for each sample. (D) PCA plot showing PC2 vs PC1 wi

# **Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response**

Alexandra Miricescu<sup>1,2,#</sup>, Ailbhe Jane Brazel<sup>1,#,\*</sup>, Joseph Beegan<sup>3</sup>, Frank Wellmer<sup>3</sup>, and Emmanuelle Graciet<sup>1,4,\*</sup>

## Supplementary Tables

**Supplementary Table S1:** List of varieties used in this study. All varieties listed are winter varieties, except for *Golden Promise*, which is a spring variety. Apart from *Infinity* and *Golden Promise*, all varieties originated from the AGOUEB population (Thomas *et al.*, 2014).

| Variety name          | Row number |
|-----------------------|------------|
| <i>Golden Promise</i> | 2-row      |
| <i>Infinity</i>       | 2-row      |
| <i>Passport</i>       | 6-row      |
| <i>Pilaastro</i>      | 6-row      |
| <i>Regina</i>         | 2-row      |
| <i>Arma</i>           | 6-row      |
| <i>Isa</i>            | 6-row      |
| <i>Louise</i>         | 2-row      |
| <i>Retriever</i>      | 2-row      |
| <i>Dura</i>           | 6-row      |
| <i>Masquerade</i>     | 2-row      |
| <i>Madrigal</i>       | 2-row      |
| <i>Vesuvius</i>       | 2-row      |
| <i>Tapir</i>          | 6-row      |
| <i>Kosmos</i>         | 6-row      |
| <i>Maeva</i>          | 6-row      |
| <i>Siberia</i>        | 6-row      |
| <i>Breeze</i>         | 2-row      |
| <i>Cavalier</i>       | 2-row      |
| <i>Mahogany</i>       | 2-row      |
| <i>Tamaris</i>        | 6-row      |

**Supplementary Table S2:** List of oligonucleotides used in this study.

| Oligo name | Gene description | Gene ID                   | Oligonucleotide sequence (5' -> 3') | Reference                        |
|------------|------------------|---------------------------|-------------------------------------|----------------------------------|
| AM45       | HvACTIN          | HORVU1Hr1G002840          | GCAAGTGGTCGTACTACTGGTATCGTTC        | (Miricescu <i>et al.</i> , 2021) |
| AM46       | HvACTIN          | HORVU1Hr1G002840          | GGATCTTCATAAGGGAGTCCGTGAGAT         | (Miricescu <i>et al.</i> , 2021) |
| AM9        | HvTUBULIN        | HORVU.MOREX.r3.1HG0082050 | GTGTATGTTGGGCGCTCAATGTCA            | This study                       |
| AM49       | HvGAPDH          | HORVU7Hr1G074690          | GCTCACTTGAAGGGTGGTGCC               | This study                       |
| AM50       | HvGAPDH          | HORVU7Hr1G074690          | TGATGGCATGAACAGTGGTCA TCAGAC        | This study                       |
| HSP70F     | HvHSP70          | HORVU.MOREX.r3.5HG0526250 | GCTCAACATGGACCTCTTCAGG              | (Walling <i>et al.</i> , 2018)   |
| HSP70R     | HvHSP70          | HORVU.MOREX.r3.5HG0526250 | CCGACAAGGACAACATCATGG               | (Walling <i>et al.</i> , 2018)   |
| AM47       | HvADP            | HORVU3Hr1G079700          | CCACCATCCCAACCATCGGTTT              | This study                       |
| AM48       | HvADP            | HORVU3Hr1G079700          | CCTGCGTATTCTGGAAGTAGTGCCT           | This study                       |
| HvADH1F    | HvADH1           | HORVU4Hr1G016810          | CACTGACCTGCCCAATGTC                 | (Mendonça <i>et al.</i> , 2016)  |
| HvADH1R    | HvADH1           | HORVU4Hr1G016810          | GCACGCTGTGTGTGATGAA                 | (Mendonça <i>et al.</i> , 2016)  |
| AM51       | HvHB             | HORVU4Hr1G066200          | CGGGAAGGAAGCCATGTCTGC               | (Miricescu <i>et al.</i> , 2021) |
| AM52       | HvHB             | HORVU4Hr1G066200          | TCTGCCTCGCCGACGG                    | (Miricescu <i>et al.</i> , 2021) |
| AM53       | HvPDC            | HORVU4Hr1G056050          | CCGCCTACGAGAACTACAAGAGGATC          | This study                       |
| AM54       | HvPDC            | HORVU4Hr1G056050          | TTCATACCCGCAGCCCTCG                 | This study                       |

## Supplementary Figures

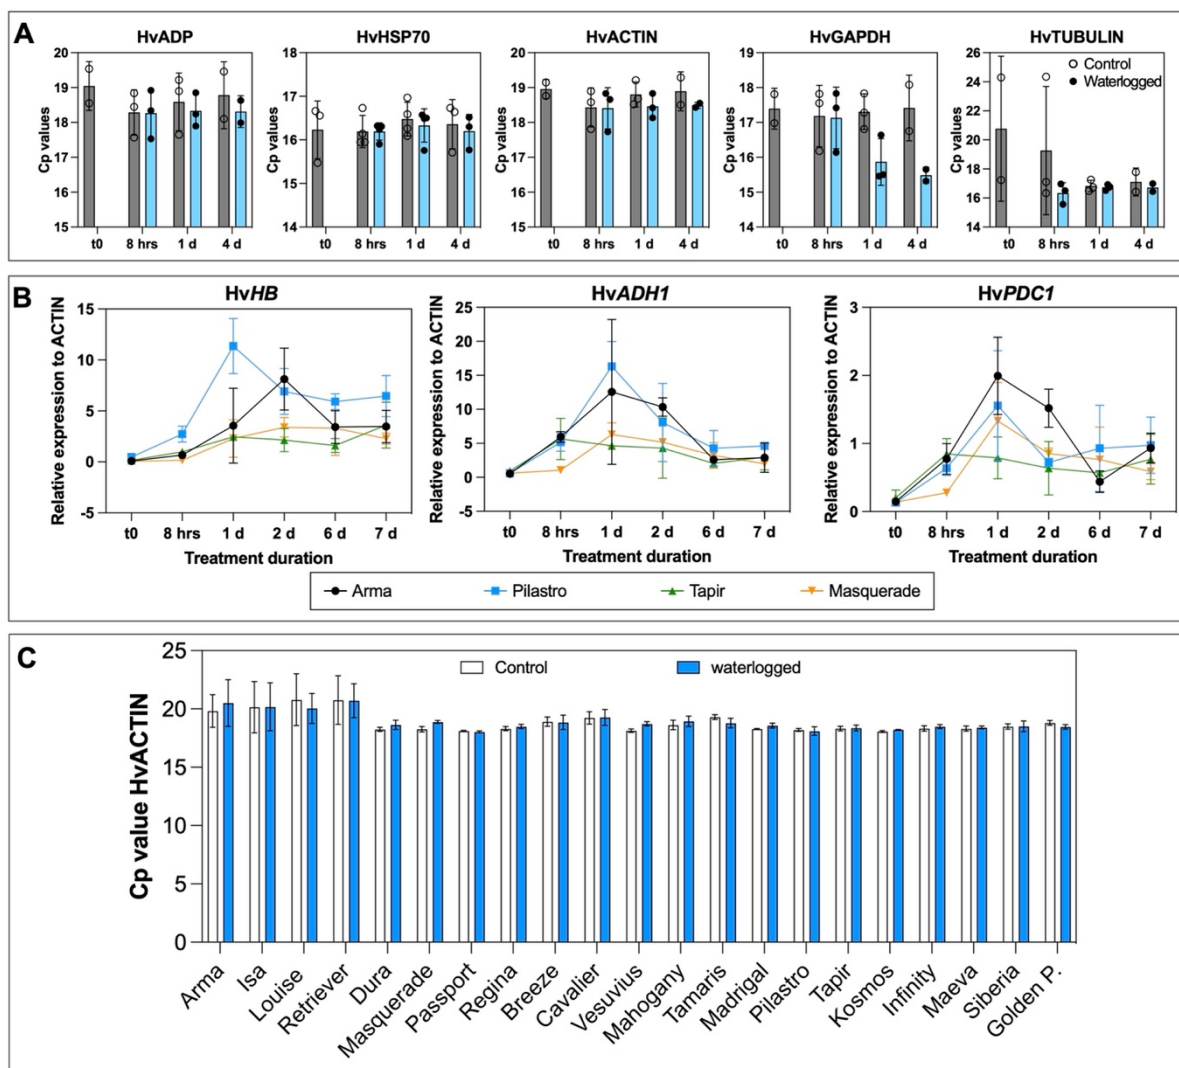

**Figure S1: Selection of reference genes for RT-qPCR analysis, and of time points for waterlogging experiments.** (A) Cp values for selected reference genes. Whole roots were collected at different time-points after the beginning of waterlogging treatment, and pooled for RNA extraction. Expression was determined using RT-qPCR. Cp values are shown for three biological replicates using the *Golden Promise* variety. (B) Transcriptional response of selected hypoxia response marker genes at different time points after the beginning of waterlogging treatment. Mean values of 2 biological replicates are shown. Error bars indicate standard deviations. (C) Mean Cp values for HvACTIN for all varieties and RT-qPCRs presented in Fig. 1. Error bars correspond to SEM.

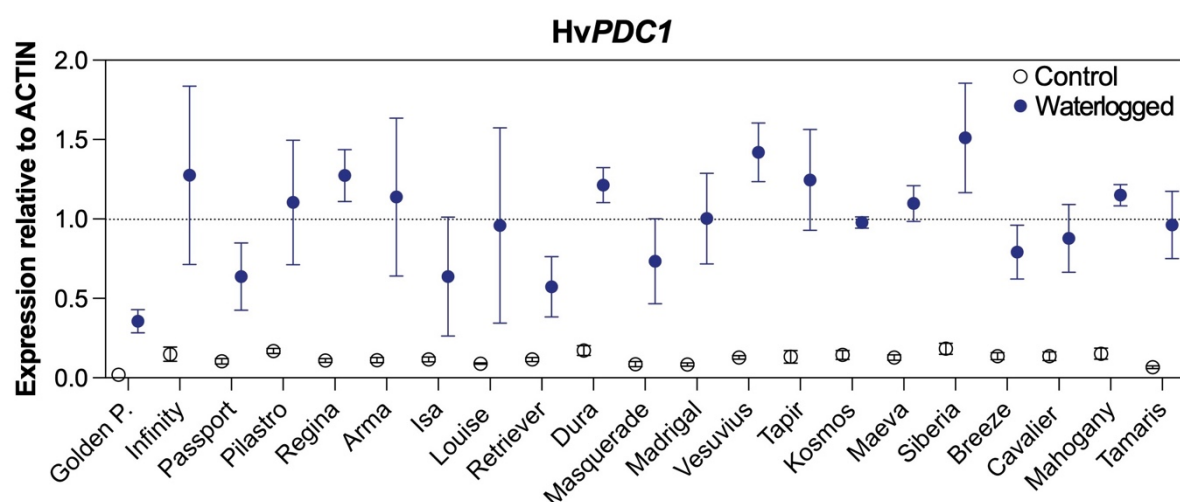

**Figure S2: Relative expression of HvPDC1 in selected varieties.** HvPDC1 expression relative to ACTIN in untreated (open symbols; normal watering) and waterlogged (blue symbols) plants after 24 h of treatment. The dashed line corresponds to the average relative expression of HvPDC1 for waterlogged samples for all varieties tested across all replicates. Data shown is from three biological replicates, except *Golden Promise* (*Golden P.*) which had 4 biological replicates. Each biological replicate corresponds to whole roots from 3 plants pooled. Error bars correspond to SEM. See Figure 1D for the results of two-way ANOVA.

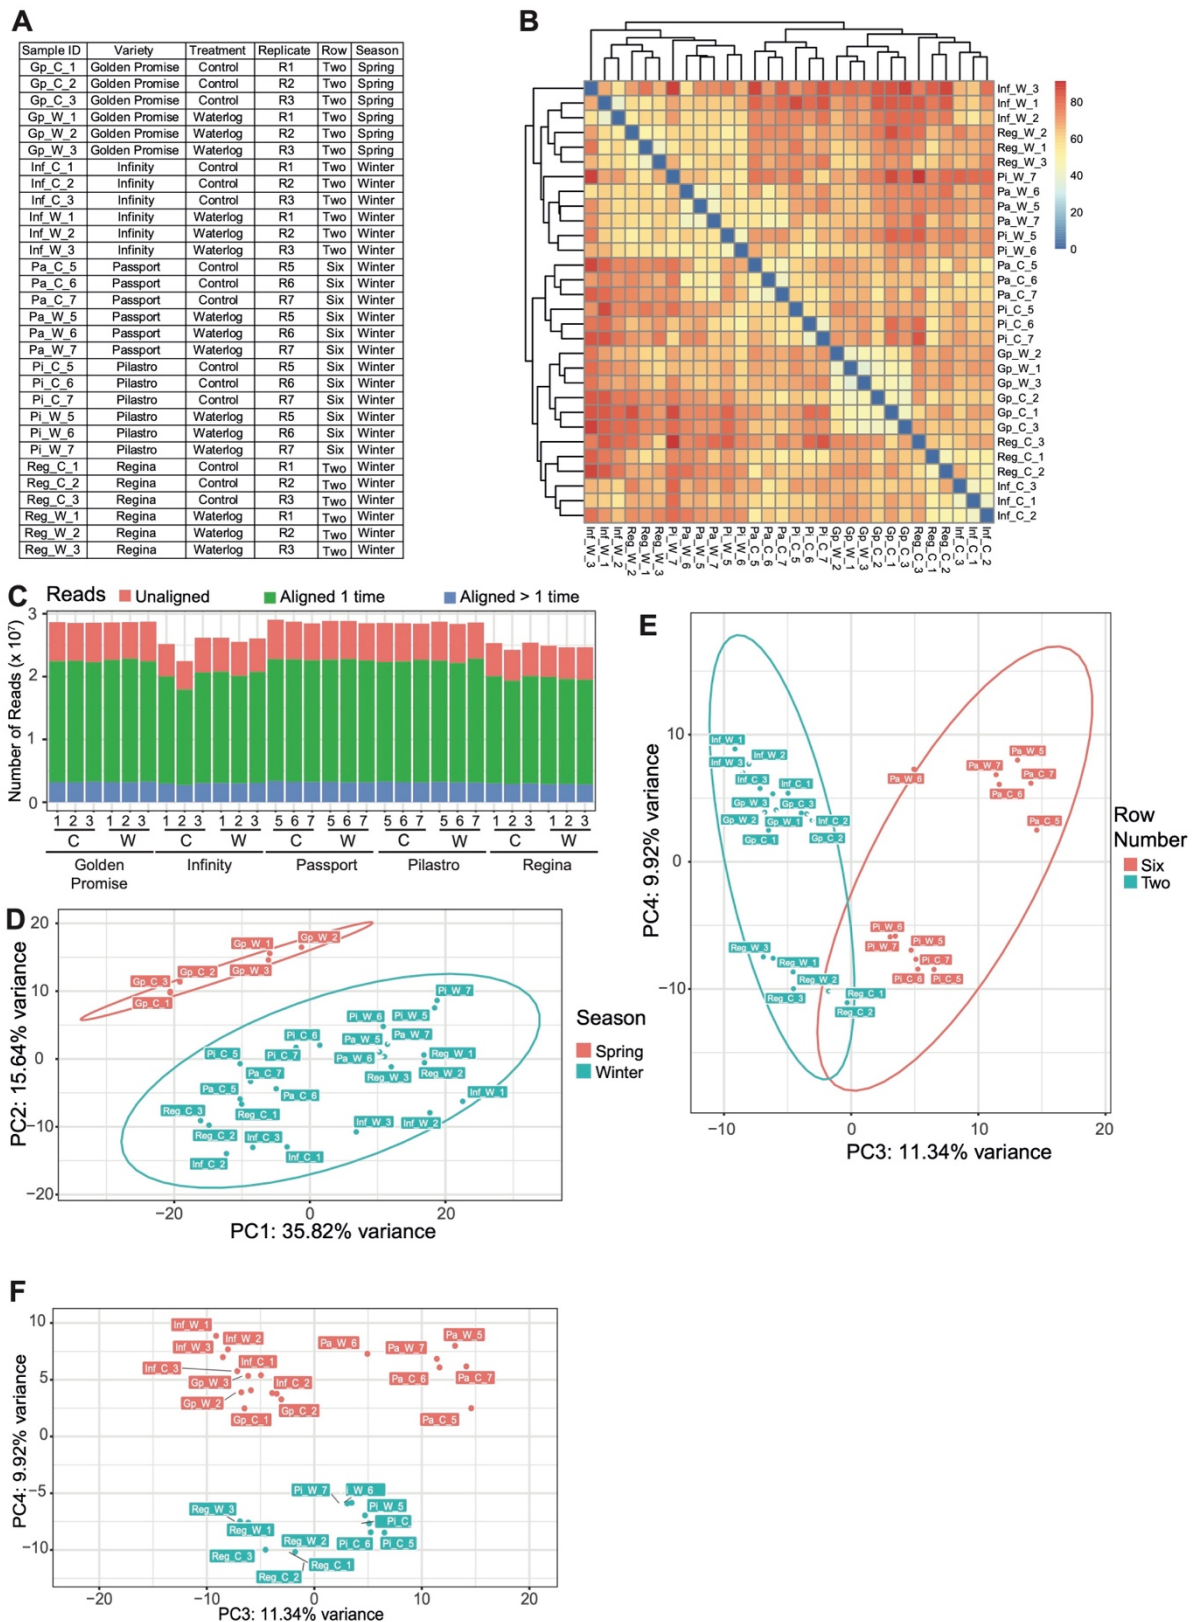

**Figure S3: Assessing the quality of RNA-seq datasets.** (A) Details of samples used for RNA-Seq analysis. (B) Heatmap showing sample-to-sample Euclidean distance (generated by *PCA explorer* package in R). (C) Absolute number of reads aligned to Morex v3 for each sample. (D) PCA plot showing PC2 vs PC1 with ellipses grouping samples based on their sowing season. Plot is identical to Figure 3A, but highlights grouping based on PC2 instead of PC1.

(E) PCA plot showing PC4 vs PC3 with ellipses grouping by row number. (F) PCA plot showing PC4 vs PC3. Plot is identical to (E), but colour grouping based on PC4 instead of PC3.

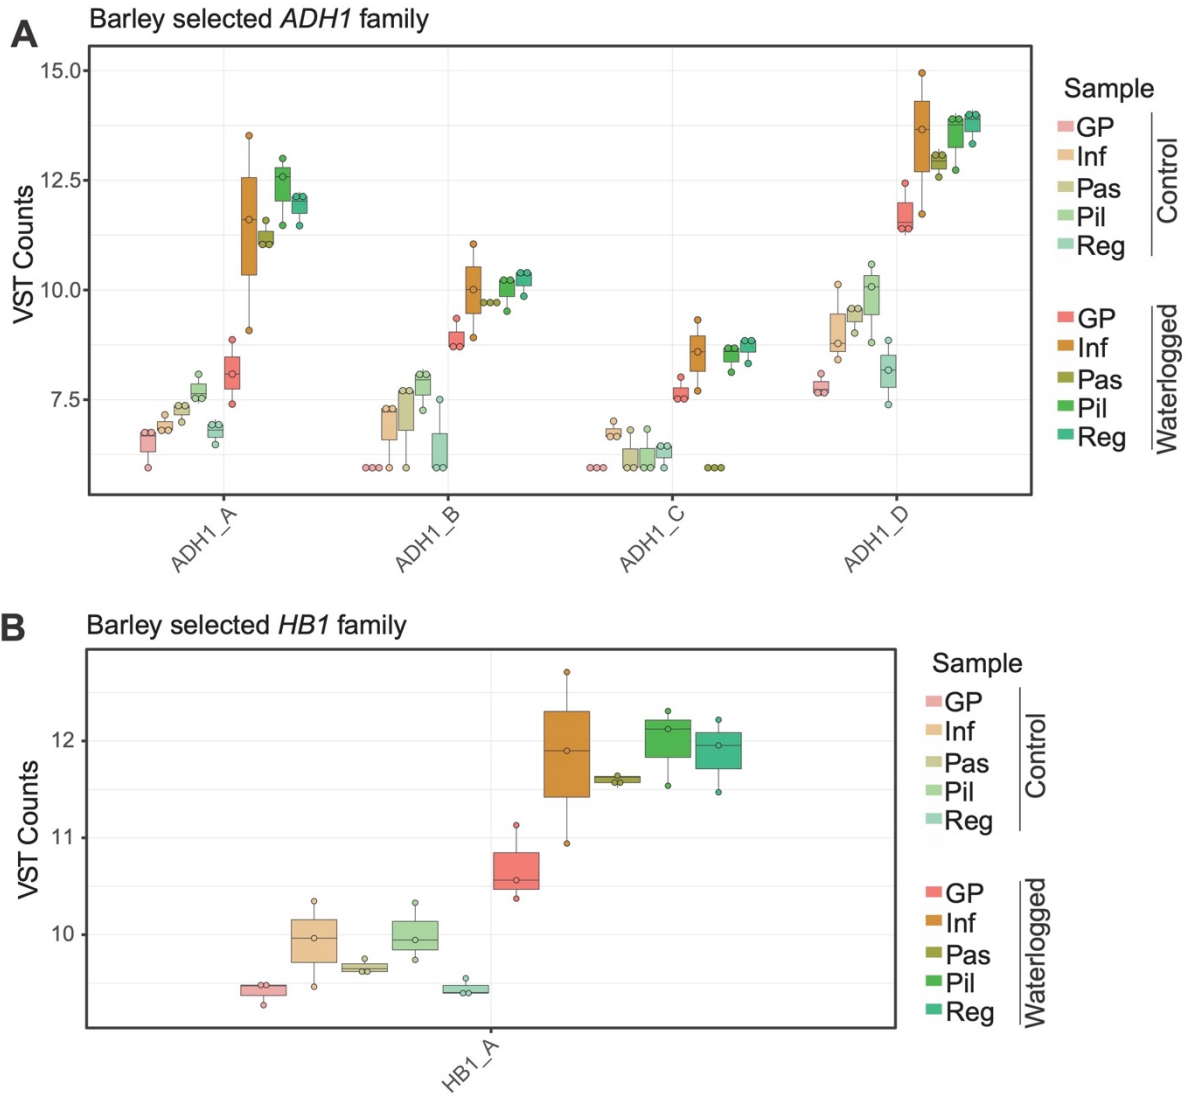

**Figure S4: Internal validation of RNA-seq datasets.** (A) Boxplots showing variance stabilised transformed (VST) read counts for barley orthologs of Arabidopsis *ADH1* that responded to waterlogging treatment: ADH1\_A (HORVU.MOREX.r3.1HG0082960), ADH1\_B (HORVU.MOREX.r3.2HG0115170), ADH1\_C (HORVU.MOREX.r3.3HG0252910) and ADH1\_D (HORVU.MOREX.r3.4HG0345740). (B) Boxplots showing VST read counts for a barley ortholog of Arabidopsis *HB1* that responded to waterlogging treatment (HB1\_A (HORVU.MOREX.r3.7HG0715010)). In (A) and (B), VST counts from control and waterlogged samples for *Golden Promise* (GP), *Infinity* (Inf), *Passport* (Pas), *Pilastro* (Pil) and *Regina* (Reg.) are shown.

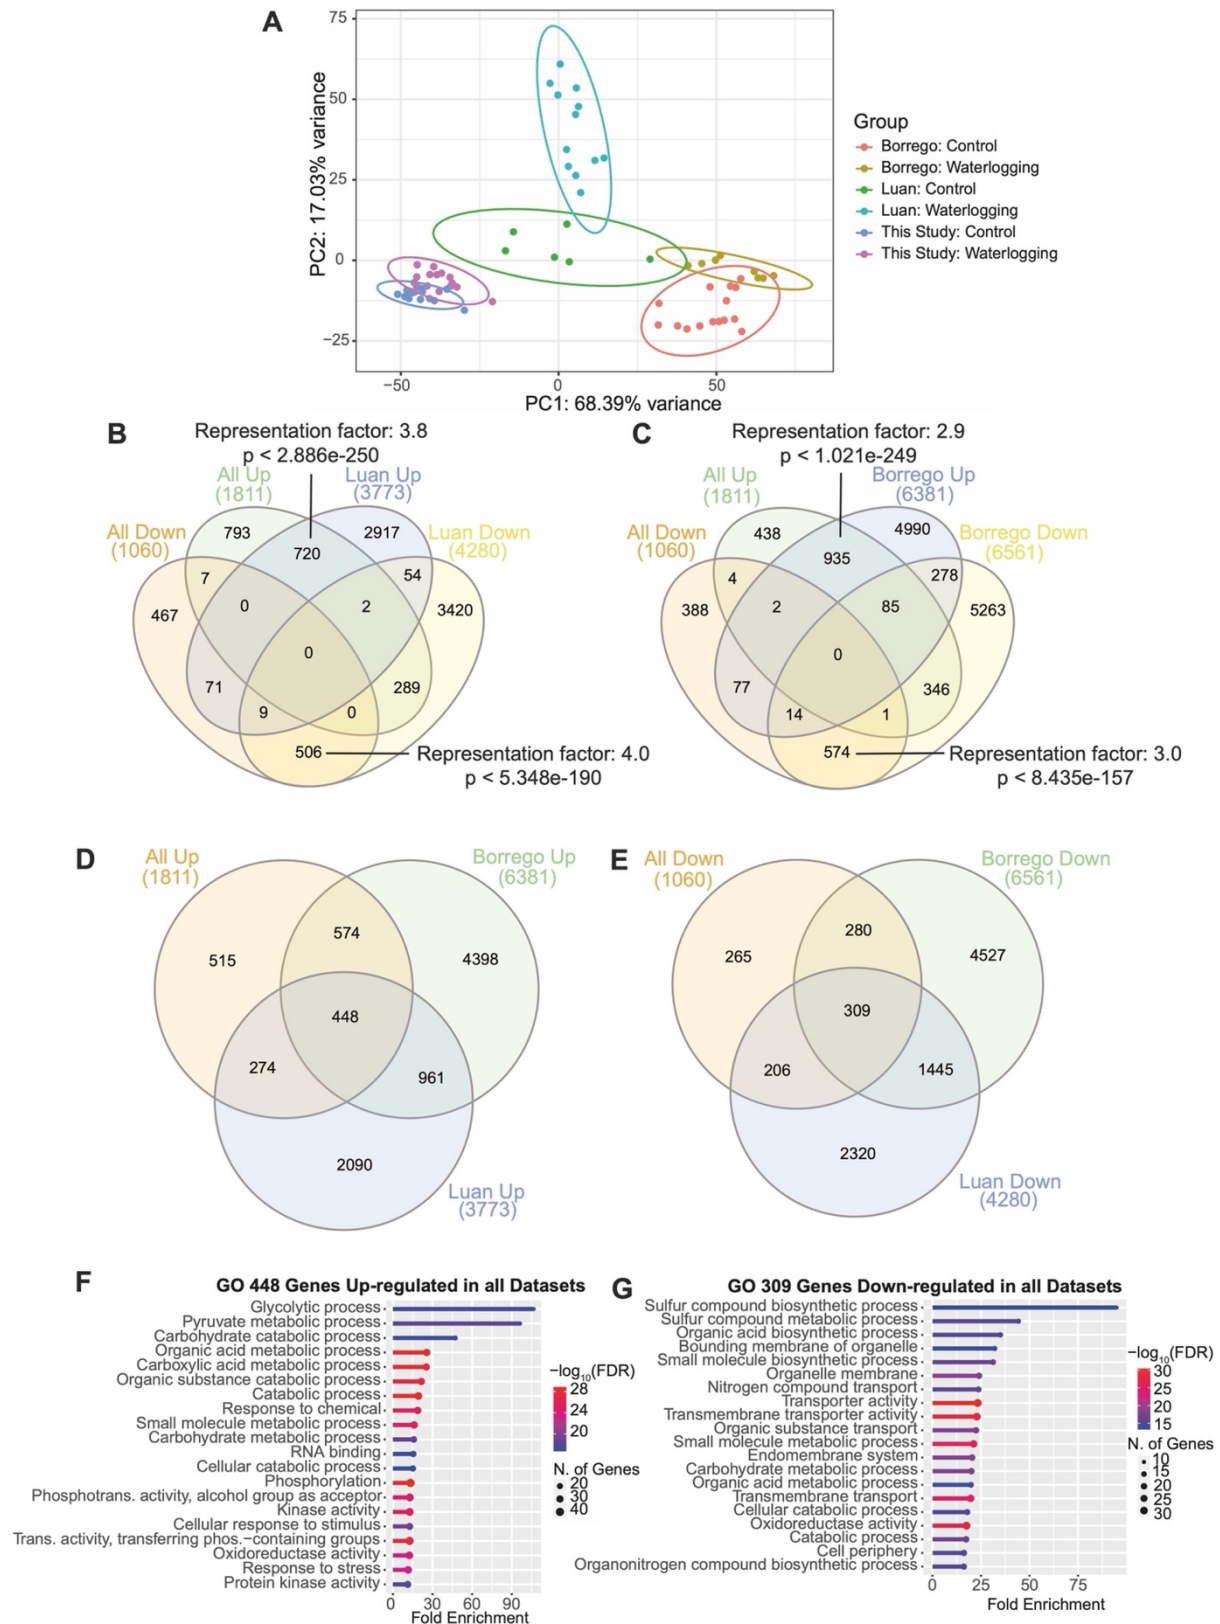

**Figure S5: Comparison of RNA-seq datasets with published datasets.** (A) PCA plot showing PC1 vs PC2 with ellipses grouping samples based on the dataset origin and treatment. (B) Overlap of DEGs identified in this study and those determined after re-analysis of raw data from Luan *et al.* (Luan *et al.*, 2022) (adjusted  $p$ -value  $< 0.05$ ). (C) Overlap of DEGs identified

in this study and those determined after re-analysis of raw data from Borrego-Benjumea *et al.* (Borrego-Benjumea *et al.*, 2020) (adjusted  $p$ -value < 0.05). (D) Overlap of up-regulated DEGs identified in this study with up-regulated DEGs from Luan *et al.* and Borrego-Benjumea *et al.* (E) Overlap of down-regulated DEGs identified in this study with down-regulated DEGs from Luan *et al.* and Borrego-Benjumea *et al.* (F) Top 20 GO terms enriched in 448 shared up-regulated DEGs identified in (D). (G) Top 20 GO terms enriched in 309 shared up-regulated DEGs identified in (E).

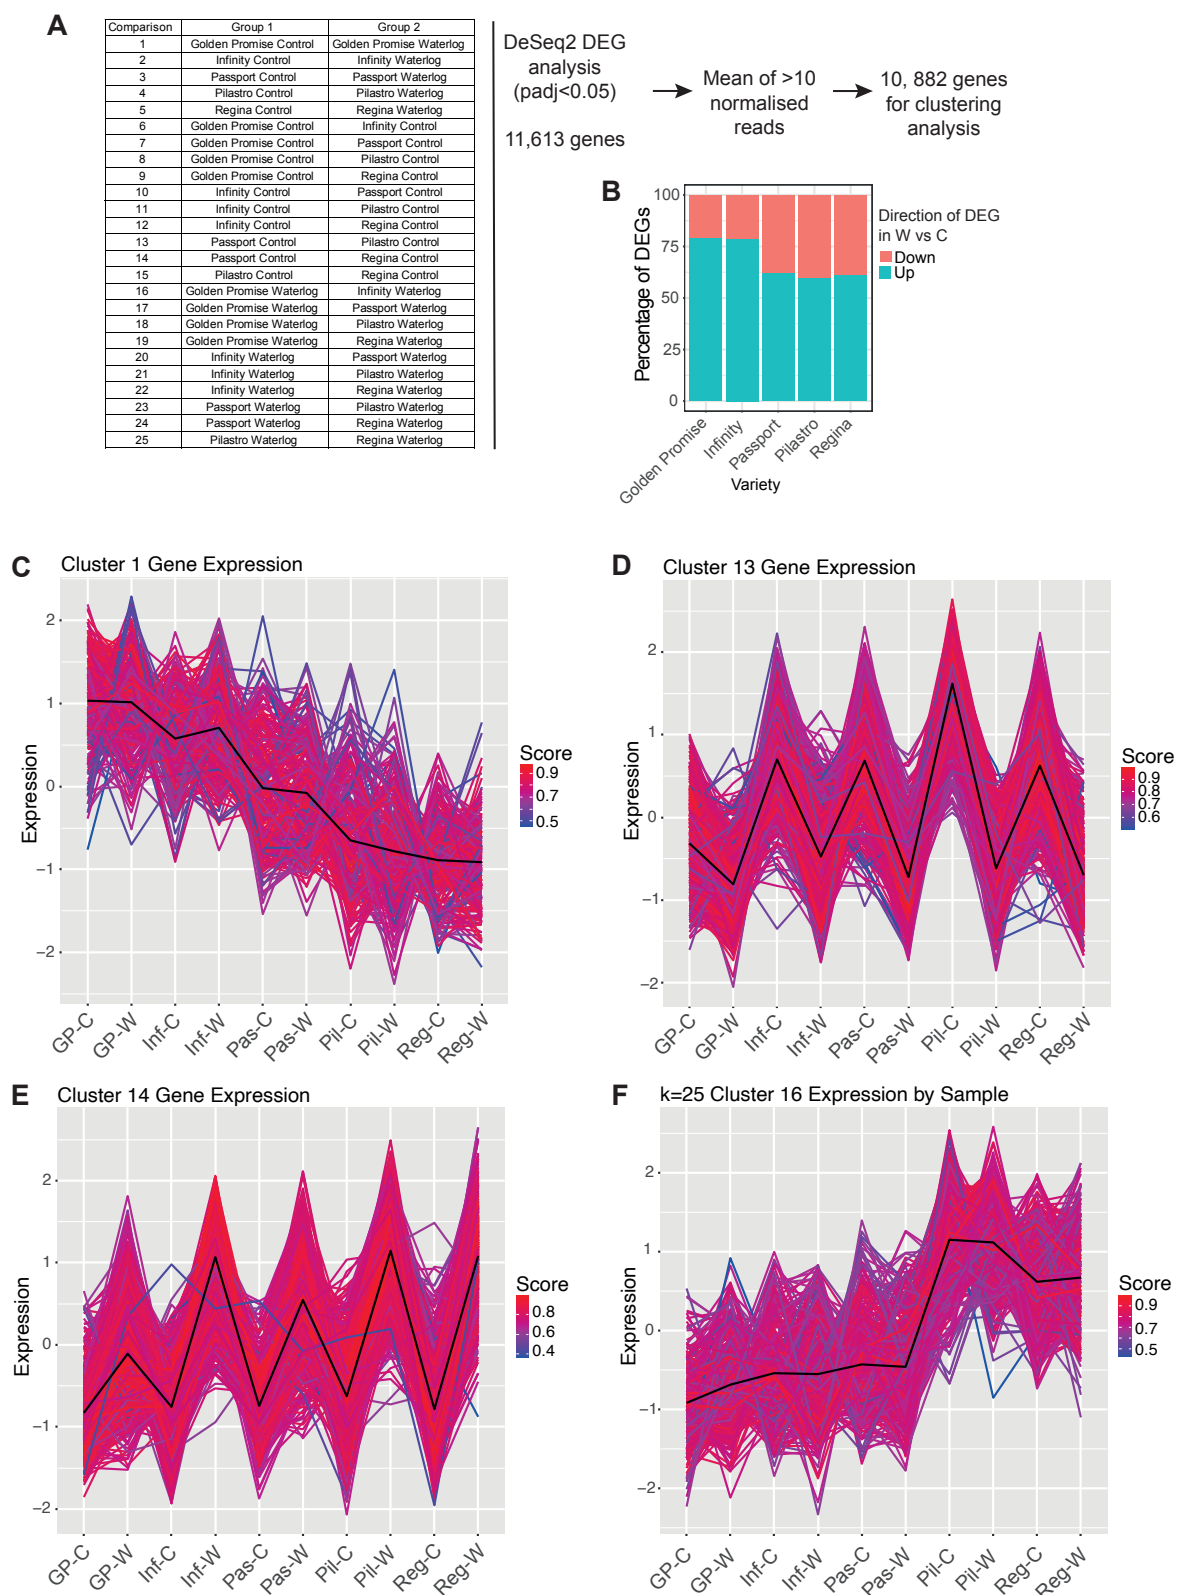

**Figure S6: Clustering Analysis.** (A) Structure of data used to generate DEG list used for  $k$ -means clustering analysis. The means of normalized read counts from 3 biological replicates generated from *DeSeq2* were filtered as follows. *DeSeq2* DEG analysis was performed and results for 25 comparisons were extracted. Firstly, a list of all 11,613 differentially expressed

genes (DEGs) filtered by adjusted  $p$ -value  $< 0.05$  was generated by combining DEGs from waterlogged vs control samples from the same variety and DEGs from pairwise comparisons of each control to each other control variety and each waterlogged to each other waterlogged variety (25 DEG lists). Next the DEGs with a mean of  $< 10$  normalised reads were removed, leaving 10,882 genes for clustering analysis. (B) Number of up and down-regulated DEGs (filtered by adjusted  $p$ -value  $< 0.05$ ) in waterlogged vs control samples for each variety as a percentage of all the DEGs in that sample. Gene expression patterns are shown for DEGs from cluster 1 (C), cluster 13 (D), cluster 14 (E) and cluster 16 (F). The expression of the core centroid is shown in black while the expression of each gene within the cluster is shown in colour. The score indicates the correlation of expression of each gene within a cluster to the expression pattern of the core centroid of that cluster. Scores closer to 1 indicate a better fit to the centroid expression pattern. Data is shown for control (C) and waterlogged (W) samples from *Golden Promise* (GP), *Infinity* (Inf), *Passport* (Pas), *Pilastro* (Pil) and *Regina* (Reg).

## References

- Borrego-Benjumea A, Carter A, Tucker JR, Yao Z, Xu W, Badea A.** 2020. Genome-Wide Analysis of Gene Expression Provides New Insights into Waterlogging Responses in Barley (*Hordeum vulgare* L.). *Plants (Basel)* **9**, 240.
- Luan H, Chen C, Yang J, Qiao H, Li H, Li S, Zheng J, Shen H, Xu X, Wang J.** 2022. Genome-wide association scan and transcriptome analysis reveal candidate genes for waterlogging tolerance in cultivated barley. *Front Plant Sci* **13**, 1048939.
- Mendiondo GM, Gibbs DJ, Szurman-Zubrzycka M, Korn A, Marquez J, Szarejko I, Maluszynski M, King J, Axcell B, Smart K, Corbineau F, Holdsworth MJ.** 2016. Enhanced waterlogging tolerance in barley by manipulation of expression of the N-end rule pathway E3 ligase PROTEOLYSIS6. *Plant Biotechnology Journal* **14**, 40-50.
- Miricescu A, Byrne T, Doorly CM, Ng CKY, Barth S, Graciet E.** 2021. Experimental comparison of two methods to study barley responses to partial submergence. *Plant Methods* **17**, 40.
- Thomas W, Comadran J, Ramsay L, Shaw P, Marshall D, Newton A, O'Sullivan D, Cockram J, Mackay I, Bayles R, White J, Kearsey M, Luo Z, Wang M, Tapsell C, Harrap D, Werner P, Klose S, Bury P, Wroth J, Argilier O, Habgood R, Glew M, Bochard A-M, Gymer P, Vequaud D, Christerson T, Allvin B, Davies N, Broadbent R, Brosnan J, Brighurst T, Booer C, Waugh R.** 2014. Association genetics of UK elite barley (AGOUEB). Final Project Report to HGCA, No 528, 125pp.
- Walling JG, Zalapa LA, Vinje MA.** 2018. Evaluation and selection of internal reference genes from two- and six-row U.S. malting barley varieties throughout micromalting for use in RT-qPCR. *PLoS One* **13**, e0196966.

# Supplementary material for: Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response
**Source:** Plant Direct. 2023 Aug 12;7(8):e518. doi: 10.1002/pld3.518
**Supplement:** Supplementary file 7 — Supporting info item

**DECISION LETTER- Round 1**

| July 14, 2023  Dr. Emmanuelle Graciet University of Ireland Maynooth Maynooth, N/A Ireland   RE: Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response  Dear Dr. Graciet:  Thank you for submitting to Plant Direct. All required reviews have been returned and we have now finished our evaluation of your manuscript. In light of the reviewers' and editor's comments, further revisions are needed before the paper can be accepted for publication in Plant Direct.  Please view the editors' and reviewers' comments below and use their suggestions as a guide while you work on your revision.  When uploading the revised version of this article, please be sure to include the following:  -A word document that contains your response to the reviewers. You should respond to each reviewer comment and note the changes made to the manuscript. If you do not agree with a reviewer's comment and choose not to make a suggested revision, please explain why. Please try to provide as complete an answer as possible to each reviewer's criticisms in the "response to reviewers" section. -A tracked changes document - A clean version of the latest version of the manuscript  To upload your revision, please click the link below. https://plantdirect.msubmit.net/cgi-bin/main.plex?el=A4Lr4bu6A7lpO4I3A9ftdHY9iDKKcPD6ajHrb6tdzAZ  In order to provide as timely a service as possible, we ask that your revision is resubmitted within three months after receipt of this request. If an extension is needed, please send a request, along with a brief explanation, to the editorial office at  .  Thank you very much for giving us an opportunity to review your work. I look forward to receiving the next version.   Sincerely, Ana Fortes   ---------------------------------------------------------------------------- Editor comments: One of the reviewers raised important aspects regarding experimental design that should be fully addressed/ justified ( e.g. number of biological replicates used in transcriptomics analyses.)  ---------------------------------------------------------------------------- Reviewer comments: Reviewer #1:  The manuscript titled "Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response" is very well-written with excellent description of the methods utilized in the study. Although similar work has been done previously, this study validates and extends previous work and includes characterization of the response of key hypoxia-induced genes that may suggest tolerance/ sensitivity of specific barley varieties as well as indicates commonalities amongst monocot and dicot response to hypoxia. Although the overall study is very good, biological representation needs better description in the methods section. The authors need to clarify what they mean when they state 'independent replicates' vs. technical and biological replicates. This was done in figure descriptions but should be clearly described in the methods. Minor concerns: Line 204: Please note the company or organization used to obtain Golden Promise seeds or make it clear that this variety came from the same source as the others. Line 262: Was only a single replicate tested for NGS? The authors state that the roots of three different biological replicates were pooled. This would result in a strong single pool but only a single biological replicate. Was this pooling then repeated three times for additional biological replication? Please clarify. Line 301: Missing year for citation. Line 304: Missing year for citation. Line 633: Missing page number. Line 649: Missing page number. Line 659: Missing page number. Line 670: Missing page number. Line 680: Missing page number. Line 733: Missing page number. Line 739: Bold volume number. Line 772: Missing page number. Figure 2: What do you mean by "independent replicates" here? Did you pool samples for measurements or average data from all roots/ shoots of each sample? Figure 5A: This figure could be improved by adding the gene names beside the heat map. This is cumbersome but very useful to decipher the exact genes altered in each group. The first citation for Supplemental Data is missing the page number and the last citation uses a slightly different format that the rest. Please correct.  Reviewer #2:  Alexandra Miricescu and coauthors set out to identify variety-dependent and variety-independent transcriptome signatures in response to waterlogging in barley roots and link it to the plant physiological responses to the excess of water. The study follows a logical design, and all methods are up to scrutiny. Presented results support the conclusions in most of the cases. I have a couple of suggestion that might improve the current manuscript, mainly regarding methods description, and visual presentation of data.  1. HvACTIN was selected as reference gene based on its stable expression under control and waterlogged conditions over time. However, expression is shown only in one variety (Fig. S1)? Did authors make sure this gene is expressed to the same levels in few more varieties? I think it is essential to test it.  2. The method section should clarify number of replicates used for transcriptome analysis (considering that 3 root system were pooled as one replicate), as it is done in the figure 1  3. Figure 1 mentions: "Note: expression values for Infinity shown in (B) and (C) were published in (Miricescu et al., 2021)." Were the conditions of this study the same as presented here? If values for this variety comes from independent experiment, I would suggest to plot them separately. 4. Figure 2. I am again confused about the number of replicates. Do authors refer to independent experiments as independent replicates? The use of colors and shapes is not easy to follow. The shapes in the crowd of datapoints are hard to notice -I would suggest using two colors to mark control and waterlogging conditions. The colors indicating individual replicates (in my understanding independent experiments, but please clarify) are also hard to distinguish. If the authors aimed to test its effect I would rather suggest to analyze the data with a mixed model, where experimental trail is included as an independent factor.  5. In figure 3 I suggest using different colors and shadings (or other visualization) to indicate other variables, like variety, 2 vs 6 row and winter vs spring variety.  6. Figure 3C, Figure S4. Colors used are confusing, I would suggest using same color for each genotype and denote conditions by shading or intensity.  7. In line 422, the authors refer to several Arabidopsis homologs in barley. Is the function of the genes also conserved (are they orthologs?). Do authors have phylogenetic trees supporting this relationships?  8. For the heatmap in figure 5 I would suggest clustering the columns as well -this would allow to see responses of which varieties are similar. I would also love to see it with the relation to the phenotypic observations, maybe by highlighting Regina as the one with least response in root and shoot growth?  9.What was the p-value threshold fr the GO enrichment analysis?  10. I am missing any candidates' genes selected based on this transcriptome study. As authors mentions at the end of discussion, comparing the expression profiles with previously published GWAS or QTL mapping could narrow down number of candidates. I think including such a comparison in here would make manuscript stronger! I will be curios to see such compairison! |
| --- |

| **Attachment:** | [Reviewer 1 Review Attachment 1 - 07-14-2023 06:44:53](https://plantdirect.msubmit.net/pd_files/2023/06/15/00001450/00/1_reviewer_attachment_1_1688435675_convrt.pdf) |
| --- | --- |

**DECISION LETTER- Round 2**

July 18, 2023
Dr. Emmanuelle Graciet
University of Ireland Maynooth
Maynooth, N/A
Ireland

MSID: 2023-01245R1
MS TITLE: Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response

Dear Dr. Emmanuelle Graciet:

I am pleased to inform you that your manuscript "Transcriptional analysis in multiple barley varieties identifies signatures of waterlogging response" has been accepted for publication in Plant Direct.

Your article will appear online in the next available issue of Plant Direct. To ensure your article gets published as quickly as possible, please pay attention to the steps detailed below. We have found that most of the delays happen at this stage, especially at the payment stage, so please respond as quickly as possible when prompted.

License Agreement: Once your article has been accepted it will move to Production and undergo admin and file checking - you may receive an email with any queries we have at this stage. When all required items are received by the publisher and queries resolved, the corresponding author will receive an email from Wiley's Author Services system which will ask them to log on at https://authorservices.wiley.com/bauthor and will present them with the appropriate license for completion. Your article cannot be published until both the signed license agreement and payment of the article fee have been received.

Payment of the Open Access Article Publication Fee: All articles published in Plant Direct are fully open access: immediately and freely available to read, download and share. Plant Direct charges a publication fee to cover the publication costs. The corresponding author for this manuscript should have already received a quote from the payments team () with the estimated article publication fee; please email  if this has not been received. The corresponding author should log on to the Wiley Author Services site, where the publication fee can be paid by credit card or an invoice. Pro Forma can also be requested. Payment of the publication charge must be received before the article will be published online.

Proofs: You will have the opportunity to look over your paper once more when you receive the author proofs for your article. The proofs will be with you in approximately two weeks. Please note that, in addition to publishing reviewer comments, the author's responses to review comments will also be published alongside the final version of the paper. If you would not like the author's responses to be published, please contact the editorial office at  .

Promotion of your article: You can help your research get the attention it deserves! Check out Wiley's free Promotion Guide for best-practice recommendations for promoting your work at www.wileyauthors.com/eeo/guide. And learn more about Wiley Editing Services which offers professional video, design, and writing services to create shareable video abstracts, infographics, conference posters, lay summaries, and research news stories for your research at www.wileyauthors.com/eeo/promotion.

Thank you again for your contribution to Plant Direct. If you have any questions, feel free to contact the editorial office at  .

Sincerely,

Ana Fortes

Ana Fortes

Editor, Plant Direct

---------------------------------------------------------------------------- Editor comments

---------------------------------------------------------------------------- Reviewer comments:
Reviewer #2:

I thank the authors for providing additional data and analysis to address my comments. I recommend the revised article to be accepted.

**AUTHORS’ RESPONSE**

**Editor comments:**

*One of the reviewers raised important aspects regarding experimental design that should be fully addressed/ justified ( e.g. number of biological replicates used in transcriptomics analyses.)*

We have outlined more clearly the experimental design and what we meant by independent replicates. We used ‘independent replicates’ with the meaning of ‘biological replicates’. We have corrected this systematically in the manuscript, and provided more details in our response to the reviewers below.

**Reviewer #1:**

We wish to thank the reviewer for the comments received. We have addressed them as outlined below.

*The authors need to clarify what they mean when they state 'independent replicates' vs. technical and biological replicates. This was done in figure descriptions but should be clearly described in the methods.*

We apologize for this confusion, which was also highlighted by the 2^nd^ reviewer. We used ‘independent replicates’ with the meaning of ‘biological replicates’. We have corrected this systematically in the manuscript.

For the molecular experiments presented (RNA-seq and RT-qPCRs), in each biological replicate, we pooled roots of 3 plants. We repeated the experiments independently at least 3 times, as indicated in the figure legends. In the section where we describe the RNA extraction method, we have added “*For each condition (waterlogged or untreated), the root systems of 3 plants of the same variety were pooled prior to grinding for total RNA extraction. This experiment was conducted independently at least 3 times to obtain samples from at least 3 biological replicates, as indicated in the figure legends.*”.

For the physiological experiments, we took measurements from all of the plants we had in each biological replicate. We carried out the number of biological replicates indicated in the figure legends.

*Line 204: Please note the company or organization used to obtain Golden Promise seeds or make it clear that this variety came from the same source as the others.*

We obtained Golden Promise seeds from Teagasc and have indicated this in the materials and methods section “*(obtained from Teagasc, Oak Park, Ireland)*”. We also specified this for *Infinity*.

*Line 262: Was only a single replicate tested for NGS? The authors state that the roots of three different biological replicates were pooled. This would result in a strong single pool but only a single biological replicate. Was this pooling then repeated three times for additional biological replication? Please clarify.*

We apologize for the confusion: we sequenced sets of total RNA that originated from 3 biological replicates, which were carried out completely independently of each other. For each of these biological replicates, we pooled roots of 3 plants of the same variety and for one given experimental condition (control or waterlogged). This pooled tissue was used for RNA extraction and constituted the sample for one biological replicate. The experiments were repeated separately 3 times until we had samples from 3 biological replicates.

We have now indicated the following in the materials and methods section where we describe the RNA-seq experiment:

“*For RNA-seq analysis, waterlogging treatment was applied as outlined above for 24 h. For each condition (waterlogged or untreated), the root systems of 3 plants of the same variety were pooled prior to grinding for total RNA extraction. This experiment was conducted independently 3 times to obtain samples from 3 biological replicates (i.e. for each variety, 6 RNA samples were sent for sequencing, corresponding to 3 biological replicates for the untreated plants and 3 biological replicates for the waterlogged plants).*”

*Line 301: Missing year for citation.* Year added in citation *Line 304: Missing year for citation.*Year added in citation *Line 633: Missing page number.*Citation corrected and page number added. The unusual format for this reference is due to the fact that this is an online publication. *Line 649: Missing page number*. Citation corrected and page number added. The unusual format for this reference is due to the fact that this is an online publication. *Line 659: Missing page number.*Citation corrected and page number added*.* The unusual format for this reference is due to the fact that this is an online publication. *Line 670: Missing page number.* Citation corrected and page number added*.* The unusual format for this reference is due to the fact that this is an online publication. *Line 680: Missing page number.* Citation corrected and page number added*.* The unusual format for this reference is due to the fact that this is an online publication. *Line 733: Missing page number.* Citation corrected and page number added*.* The unusual format for this reference is due to the fact that this is an online publication. *Line 739: Bold volume number.*This citation is as requested by the authors of the Morex genome version 3. We have added a hyperlink for completeness*.
Line 772: Missing page number.* Citation corrected and page number added*.* The unusual format for this reference is due to the fact that this is an online publication.

*Figure 2: What do you mean by "independent replicates" here? Did you pool samples for measurements or average data from all roots/ shoots of each sample?*

As outlined above, for the physiological experiments, we took measurements from all the plants we had in one biological replicate. We repeated the experiments at least 3 times independently/separately (biological replicates), as indicated in the figure legends. We have corrected the figure legends to make the number of biological replicates clearer.

*Figure 5A: This figure could be improved by adding the gene names beside the heat map. This is cumbersome but very useful to decipher the exact genes altered in each group. 
The first citation for Supplemental Data is missing the page number and the last citation uses a slightly different format that the rest. Please correct.*

We agree with the reviewer that it would be nicer to indicate the gene names in Fig. 5A, so the reader can identify quickly the genes in question. Unfortunately, considering the number of genes represented (10,882 DEGs), we have found it difficult to generate a figure that would be legible. The genes present in each of the clusters are indicated in the Supplemental Table S4. We feel that this is a clearer manner to present the data to the readers.

We added the page number for the first reference in the Supplemental Information file. The unusual format for the last reference is due to the fact that this is an online publication.

**Reviewer #2:**

We thank the reviewer for the comments received. We have tried to address them as outlined below.

*1. HvACTIN was selected as reference gene based on its stable expression under control and waterlogged conditions over time. However, expression is shown only in one variety (Fig. S1)? Did authors make sure this gene is expressed to the same levels in few more varieties? I think it is essential to test it.*

When analyzing our RT-qPCR data, we have indeed checked that the level of expression of Hv*ACTIN* did not change between control and waterlogged samples, and that there was little variation between varieties. We now provide the data in a revised Fig. S1C (see relevant panel below). Please note that the slightly higher variation for *Arma*, *Louise*, *Isa* and *Retriever* is due to variation between replicates, as opposed to changes in the expression of Hv*ACTIN* between control and waterlogged samples.

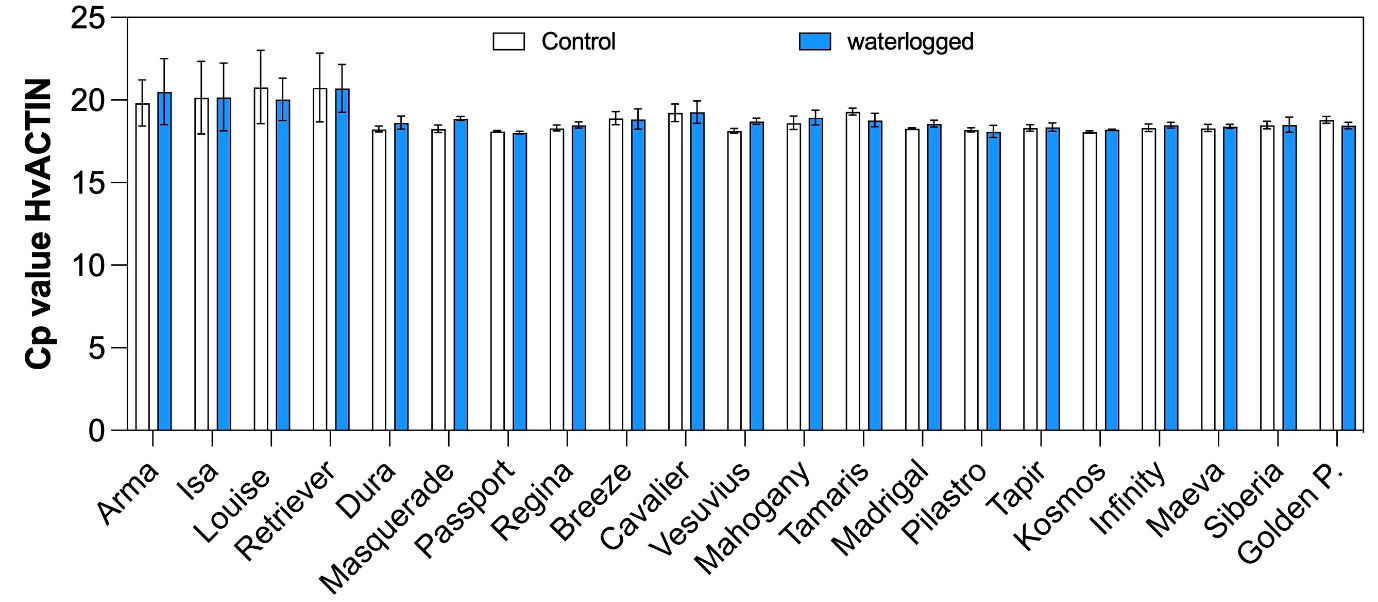

*Mean Cp values for HvACTIN for all varieties and RT-qPCRs presented in Fig. 1. Error bars correspond to SEM.*

*2. The method section should clarify number of replicates used for transcriptome analysis (considering that 3 root system were pooled as one replicate), as it is done in the figure 1*

We apologize for the confusion: we sequenced sets of total RNA that originated from 3 biological replicates, which were carried out completely independently of each other. For each of these biological replicates, we pooled roots of 3 plants. This pooled tissue was used for RNA extraction and constituted the sample for one biological replicate. The experiments were repeated separately 3 times until we had samples from 3 biological replicates.

We have now indicated the following in the materials and methods section where we describe the RNA-seq experiment:

“*For RNA-seq analysis, waterlogging treatment was applied as outlined above for 24 h. For each condition (waterlogged or untreated), the root systems of 3 plants of the same variety were pooled prior to grinding for total RNA extraction. This experiment was conducted independently 3 times to obtain samples from 3 biological replicates (i.e. for each variety, 6 RNA samples were sent for sequencing, corresponding to 3 biological replicates for the untreated plants and 3 biological replicates for the waterlogged plants).*”

*3. Figure 1 mentions: "Note: expression values for Infinity shown in (B) and (C) were published in (Miricescu et al., 2021)." Were the conditions of this study the same as presented here? If values for this variety comes from independent experiment, I would suggest to plot them separately.*

The samples for *Infinity* in Figure 1 were obtained in the same biological replicates as those for the other varieties. When we published our previous paper (Miricescu et al 2021), the reviewers requested the addition of RT-qPCR data, so we used the data we had generated in this larger experiment and published them on their own. It is only while writing this manuscript that we realized the need to publish the data as part of the full set. We added the note in the figure legend to ensure full transparency.

*4. Figure 2. I am again confused about the number of replicates. Do authors refer to independent experiments as independent replicates? The use of colors and shapes is not easy to follow. The shapes in the crowd of datapoints are hard to notice -I would suggest using two colors to mark control and waterlogging conditions. The colors indicating individual replicates (in my understanding independent experiments, but please clarify) are also hard to distinguish. If the authors aimed to test its effect I would rather suggest to analyze the data with a mixed model, where experimental trail is included as an independent factor.*

Again, we apologize for this confusion, which was also highlighted by the 1^st^ reviewer. We used ‘independent replicates’ with the meaning of ‘biological replicates’. We have corrected this systematically in the manuscript.

We wished to present the data for individual plants in each of the biological replicates, so that the readers and reviewers may see the data distribution and reproducibility across replicates more easily. To address the reviewer’s comment, we have represented the untreated samples in grey and the waterlogged samples in blue, and have removed the color coding of each of the biological replicates.

*5. In figure 3 I suggest using different colors and shadings (or other visualization) to indicate other variables, like variety, 2 vs 6 row and winter vs spring variety.*

We have tried to provide additional information as suggested by the reviewer, but it makes the grouping of the varieties difficult to see. We would prefer to keep this figure as it was presented in the first submission. We hope that the additional panels provided in the supplement (Fig. S3) will help the readers visualize other possible groupings according to the other variables mentioned by the reviewer.

*6. Figure 3C, Figure S4. Colors used are confusing, I would suggest using same color for each genotype and denote conditions by shading or intensity.*

We have made the requested changes in these figures. We used the same colour for each variety and made the control samples paler than the waterlogged samples to differentiate between treatments.

*7. In line 422, the authors refer to several Arabidopsis homologs in barley. Is the function of the genes also conserved (are they orthologs?). Do authors have phylogenetic trees supporting this relationships?*

We have not carried out phylogenetic analyses for the different homologs mentioned and hence prefer not to use the term of ‘ortholog’. However, for a more neutral term, we would happy to use ‘sequelog’ if the reviewer prefers it. This term was coined by Prof. Alexander Varshavsky to refer to genes (or proteins) that share sequence similarities without inferring a functional similarity (*'Spalog' and 'sequelog': neutral terms for spatial and sequence similarity*; [10.1016/j.cub.2004.02.014](https://doi.org/10.1016/j.cub.2004.02.014)).

*8. For the heatmap in figure 5 I would suggest clustering the columns as well -this would allow to see responses of which varieties are similar. I would also love to see it with the relation to the phenotypic observations, maybe by highlighting Regina as the one with least response in root and shoot growth?*

We have applied clustering to the columns, as suggested by the reviewer (see figure below). However, we do not find any obvious correlation with the phenotypic observations. If there are correlations, it seems to be with the number of DEGs identified in each of the varieties. For example, samples from waterlogged *Regina* and *Infinity* cluster apart from their respective controls (compared to other varieties), and this appears to correlate with the higher number of DEGs in *Regina* and *Infinity*.

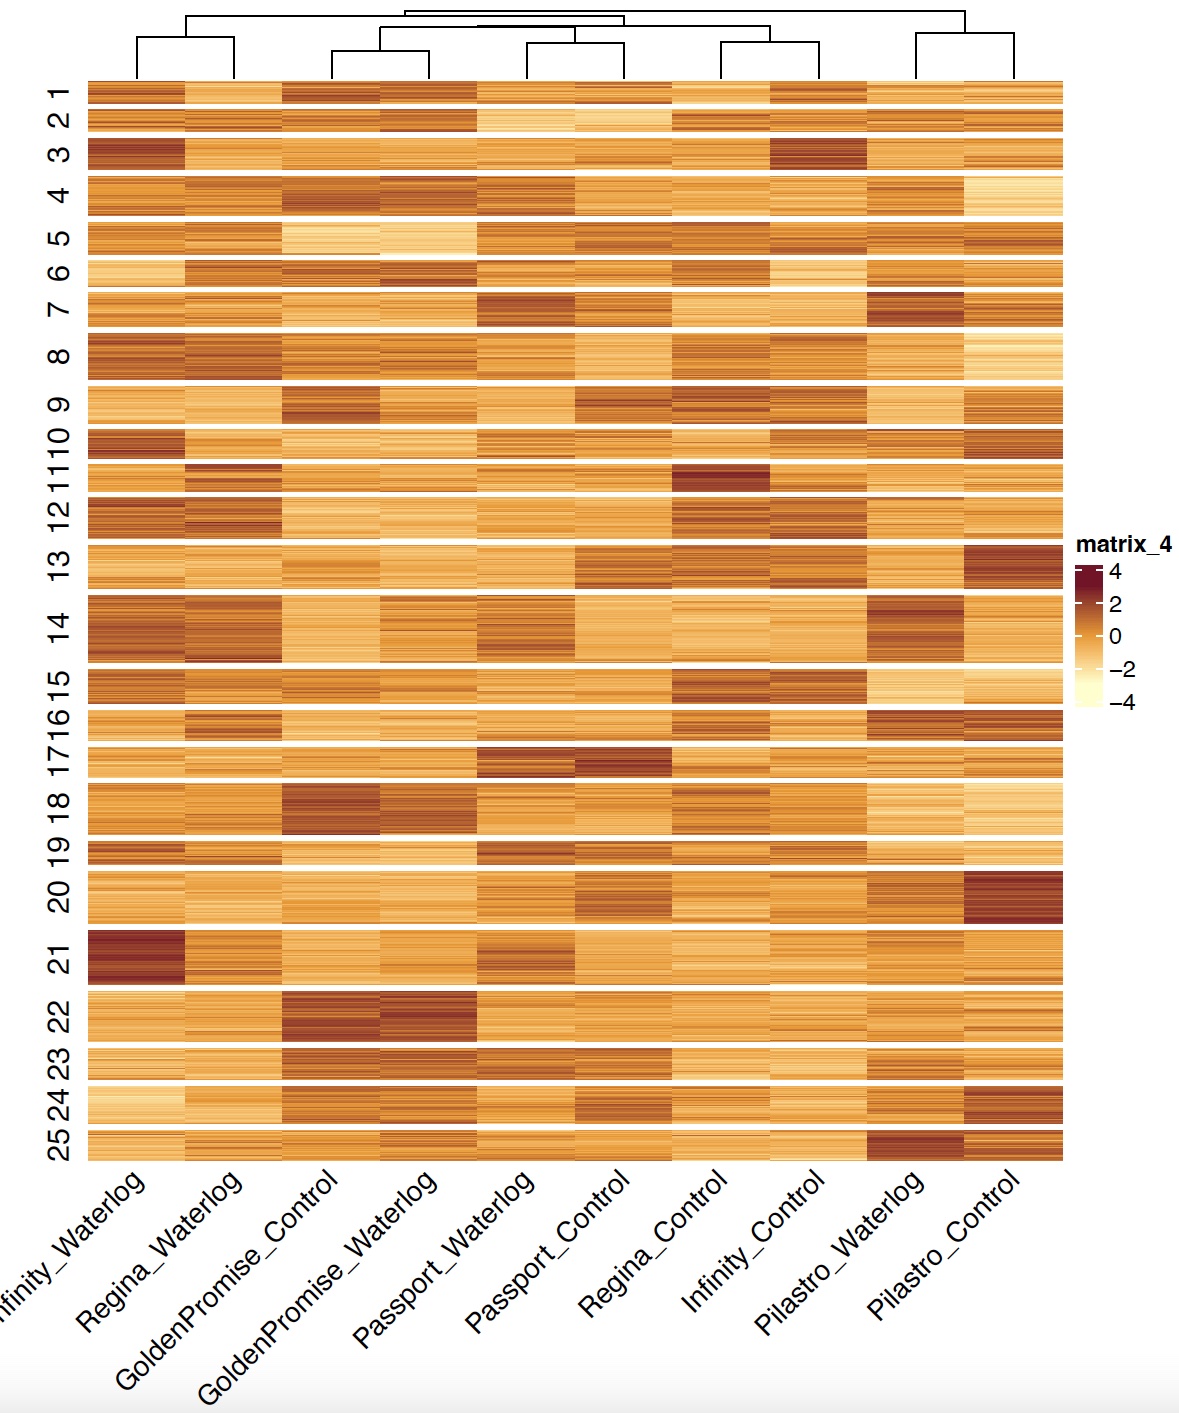

*9. What was the p-value threshold fr the GO enrichment analysis?*

The GO enrichment analyses were performed using ShinyGO and a threshold for the False Discovery Rate (FDR) of 0.05.

*10. I am missing any candidates' genes selected based on this transcriptome study. As authors mentions at the end of discussion, comparing the expression profiles with previously published GWAS or QTL mapping could narrow down number of candidates. I think including such a comparison in here would make manuscript stronger! I will be curios to see such compairison!*

We agree with the reviewer and have therefore compared our datasets to genes associated with QTLs for waterlogging tolerance in barley. This analysis allows us to pinpoint a couple of genes that could be prioritized for future studies. We have added a paragraph in the Methods section to describe this analysis and we have included the results in Supp. Table 4. We have also included text at the end of the Discussion to present the results of this analysis and a short discussion of the findings:

“*For example, we compared our data to a list of 28 genes located in QTLs for waterlogging tolerance (Supp. Table S4) that were identified following a screen of nearly 700 barley varieties with a specific focus on root traits (i.e. the formation of adventitious roots and of root cortical aerenchyma) (Manik et al., 2022). A number of candidate genes that are a part of this list are differentially regulated between the control samples or the waterlogged samples of the different varieties we tested. These genes include the homolog of HRE2 (HORVU.MOREX.r3.6HG0621670) – one of the ERFVII transcription factors that regulates the hypoxia response program, as well as a potassium transporter (HORVU.MOREX.r3.7HG0736590). This gene may be relevant because regulation of potassium flux during waterlogging has been shown to be important (Gill et al., 2018). Although the expression does not necessarily change in response to waterlogging, the intrinsic expression differences between varieties may be of interest to breeding waterlogging tolerant varieties in barley.”*

How the deposited data were processed for this re-analysis (not part of the article)

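Roots of 5 barley varieties were sequenced after 24 h of waterlogging or without it, with 3 samples per variety and treatment, each a pool of roots from 3 plants. The 30 libraries were assigned to 10 groups by the variety, treatment and replicate number in their labels. Replicates are numbered as in the sample titles; the sample names give Passport and Pilastro a different set of numbers from the other 3 varieties. The authors aligned the reads to the Morex version 3 genome with bowtie2 and obtained counts per gene with StringTie; the deposited values are these counts, whole numbers that were not normalized or log transformed. All columns of per-sample values were used (0 unused). No reads were realigned, and no gene symbols could be joined: none of the 58438 entries of the reference list at hand matched a gene ID of the table (0 matches). Names of genes are therefore those that the paper and the part of Table S4 at hand give.

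Counts were analyzed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and figures were drawn with python 3.11.15. The main test was edgeR's quasi-likelihood test after TMM normalization and filterByExpr, with 1 coefficient per group and all libraries in 1 fit (common dispersion 0.0653), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Interaction and between-variety tests were F-tests with 4 degrees of freedom in the same fit. Log2 CPM used a prior count of 2. Standard errors of log2 fold changes were derived from the F statistic of each test. Bounds for groups at or under 3 counts were computed against 3 counts in each library; intervals and floors cover counting error only. Principal components used the 500 most variable genes after DESeq2's variance stabilizing transformation. K-means used the 9384 selected genes, 25 centers and 1000 random starts, with 200 starts for other centers, seeds and log2 CPM and 20 starts with a library left out.

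Depth was 9601984 to 12349136 counts per library, with a median of 11982157.5. The main tests, their alternatives and the rule for naming genes were chosen before the data were examined; the tests and readings chosen later are given in the closing section. Named are the genes that the paper gives by identifier and the QTL candidates as a group. Among the genes called in all 5 varieties, the 5 upregulated and 3 downregulated genes with the largest smallest change were added, and so were the genes with the smallest p in the interaction test and in the control F-test of 2 clusters. The rule also covers genes called in opposite directions, of which edgeR called 0. At most 2 genes that rose and 2 that fell are given by ID alone, so 1 of the 3 genes with the smallest p in the interaction test, which has no name at hand, is described without its ID. Alternatives were DESeq2's size factors, no filter and a stricter filter, DESeq2, a replicate block, a fit of each variety or treatment alone, a 2-fold threshold, other numbers of genes or centers, log2 CPM, and leaving out 1 library at a time. A second seed for the k-means starts was added after the data were seen. The test, cluster and neighbor steps were tested on simulated data with known answers.

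Whether replicate numbers pair the samples was checked by the correlation, over 13212 genes, of the deviations from the group means of control and waterlogged libraries with the same number. In Passport it was 0.423, 0.453 and 0.271 and in Regina 0.236, 0.472 and 0.599. As all were positive, the numbers were taken to pair the samples in these varieties. With 3 libraries per group, such a rule cannot prove a pairing. The pairing comes from these correlations, as the paper says that the experiment was run independently 3 times but not whether a number marks a run. RT-qPCR, gene ontology terms and datasets of other studies were not analysed here.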

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

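Chosen only after the result was seen were the tests of depth in Golden Promise, of carry-over from another variety, of numbers shared between varieties and of 0 counts in genes called in opposite directions, with its limit of 30 counts. The readings of the genotype test in Passport, of the test of oxygen in Pilastro controls, of the test on the other Pilastro split and of the test on neighbors of genes at 0 were also settled after their values were seen.

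Of 20576 genes, 2 differed in their response between Golden Promise and the mean of the other 4 varieties. HORVU.MOREX.r3.5HG0510870, for which no name is at hand, had a contrast of 2.01 (log2; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00216; DESeq2 adjusted p = 5.85e-11). Its log2 fold change was -0.18 in Golden Promise (standard error 0.227) and -2.10 to -2.43 in the other varieties, and in control roots it stood at 60.9 ± 9.90 CPM (SD, n = 3) in Golden Promise and at 16.9 to 19.6 CPM elsewhere. The test of all 5 responses together did not call it (edgeR adjusted p = 0.0889). A difference in the gene itself between varieties stays open and was not tested. The last of the 3 genes with the smallest p in the test of all 5 responses was not called there either (edgeR adjusted p = 0.189). In Regina it was at least 15.7-fold higher in waterlogged than in control roots (edgeR adjusted p = 4.9e-05), and in Pilastro its log2 fold change was -0.14 (standard error 0.563). In Passport it rose by 2.19 (edgeR adjusted p = 0.0291), a call lost without control replicate 1.

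The other gene, HORVU.MOREX.r3.5HG0450920 (an SGF29 tudor-like protein in Table S4), had an edgeR adjusted p of 0.00407 for the contrast, 0.167 with the replicate block and 8.48e-10 with DESeq2. It had 18.3 ± 1.37 CPM (SD, n = 3) in Golden Promise controls and no count in all 3 waterlogged libraries, at least 76.5-fold lower, but also no count in 1 waterlogged Pilastro library. Genes at 0 in 1 library beside at least 100 counts in both others of the group occurred in 222 cases, in 109 genes. The next genes by order of ID were higher in that library than in both others in 23.7% of comparisons. If these neighbors did not change, each of the 3 libraries would be the highest equally often, so this share shows no excess. Reads that went to an overlapping gene stay possible, as without gene positions nothing shows that these neighbors overlap. How such zeros arise stays open, and the result for this gene may share their cause.

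Golden Promise had the fewest DEGs in the fit of all libraries. The order depends on the fit: with each variety fitted alone it had 126, above Infinity (54) and Pilastro (0, with 3452 genes at an unadjusted p under 0.05), and Passport had 42 without control replicate 1. A larger spread between its libraries is argued against by a median SD of 0.190 (log2), within the 0.168 to 0.212 of the other varieties, and a lower depth by a median total of 11982157.5 counts, above those of Infinity and Regina. Smaller changes may contribute: the median on its list was 0.585, the lowest of the 5. On lists chosen without either variety compared, the mean change was also smaller in Golden Promise against each of the other 4, but the difference was 1.05 standard errors against Pilastro, 1.59 against Infinity, 1.92 against Passport and 6.16 against Regina. Smaller changes and chance variation between libraries cannot be told apart for the first 3, as there are 3 libraries per group.

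Each variety's own split into control and waterlogged libraries gave the most DEGs: 1 of the 10 splits of the 6 libraries in each variety, the smallest share that this design can give. In Passport and Regina, where numbers were taken to pair the samples, the other splits that part all pairs gave at most 1 DEG. In Pilastro the split of control replicate 1 and waterlogged replicates 1 and 2 from the others gave 314 genes. Of these genes, 0.637% were called in at least 2 other varieties, against 2.35% of the remaining genes. Both sides of this split hold control and waterlogged libraries, so genes that respond to waterlogging can hardly be called by it, and the shares decide nothing about an unequal shortage of oxygen. What parts these libraries stays open.

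Of 100 regroupings of treatment labels within varieties, the real one included, 1 gave as many DEGs in at least 1 variety, 1 as many in more than 1 and 1 as many in all 5. For counts of 0 any regrouping is as large: 100 of 100 for opposite directions (64 genes at an unadjusted p under 0.05) and 100 of 100 for the interaction test (662 genes). For the Golden Promise contrast 8 of 100 were as large, and the other regroupings had a median of 0 and at most 24 genes. Regrouping within a variety can remove its response to waterlogging while other varieties keep theirs. It can thus create differences between varieties, so the 8 of 100 decide nothing about the 2 genes of the contrast. Of 60 regroupings of variety labels, 1 was as large for each of the control F-test, the waterlogged F-test and the selection for clustering.

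In Pilastro controls HvHB and the other genes raised in all 5 varieties were higher than in other controls, by a median of 0.632 (log2) over 26 genes. The Pilastro controls may have been short of oxygen already. But 5 of the 12 other control libraries were at or above the lowest Pilastro library, so a shortage in these pots and a lasting difference of the variety cannot be told apart; 3 libraries per group without an oxygen measurement keep it open.

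Passport waterlogged replicate 2 scored toward the two-row varieties on PC3 and held 20 or more counts on 30 genes at 0 in the other 5 Passport libraries, against 1 to 18 such genes in any other library of the 5 varieties. Of 19 genes well expressed in Infinity and absent from the other Passport libraries, 10 had counts here, at shares of 10.9% to 52.4%. For Golden Promise these were 8 of 29, for Regina 5 of 13 and for Pilastro 3 of 10, so no variety is singled out. Every other variety lacks at least 8 of the 30 genes, so carry-over from libraries of 1 variety cannot account for all of them. The rest could be of the kind that other libraries hold, up to 18 genes, so carry-over stays open. A pooled plant of another genotype could also produce the 30 genes. But genes that Passport has and another variety lacks were not lower here more often (25.4%) than in the other Passport libraries (13.3% to 29.0%). A pooled plant stays open, because a genotype outside the 5 varieties need not lack those genes and the pool holds 3 plants.

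Replicate numbers went together between some varieties. By the sample names, Passport and Pilastro share a set of numbers and the other 3 varieties another, so only pairs within these sets have like numbers. Of 36 ways to pair the numbers, the real one gave the highest mean correlation (1 of 36) for Infinity with Regina (0.386) and for Passport with Pilastro (0.209). For Golden Promise 29 of the 36 were as high with Infinity and 15 with Regina. Growth or handling shared by these pairs of varieties may be the source, but what was shared is not stated in the paper's text. As the sets part the six-row from the two-row varieties, a difference between runs could also enter the comparisons between varieties.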

How the results depend on the processing

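All alternatives here were planned except the second k-means seed, which was chosen after the data were seen. The test of 0 counts in genes called in opposite directions and its limit of 30 counts were chosen only after the result was seen. For the changed counts below the cause was not tested unless it is named.

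DESeq2 gave the larger counts: 220 DEGs in Golden Promise, 1307 in Infinity, 592 in Passport and 1512 in Pilastro, where edgeR gave 91, 807, 223 and 785. It called 2864 genes in at least 1 variety, 1033 in more than 1, 98 in all 5 (82 upregulated, 16 downregulated), 7 in opposite directions, 1811 upregulated and 1060 downregulated in at least 1 variety, 23 in the interaction test and 33 in the Golden Promise contrast. Of the edgeR DEGs, DESeq2 also called 90, 799, 221, 773 and 830 in the 5 varieties. Of 2144 calls by DESeq2 alone, 95.9% had the direction of the mean of the other varieties, against 71.7% of genes called by neither, which argues against calls without any difference. On simulated counts, however, 16.5% of DESeq2's calls were false, so part of the surplus may be false calls. These counts were drawn with edgeR's dispersions and changed few genes, in Pilastro alone, so the share need not hold for the real data. Of DESeq2's 23 interaction genes 5 had 0 counts in a library beside 30 or more in its group, and the other 18 had none of these. A group at 0 in all its libraries is not counted, so zeros are not excluded as a cause for the 18. In DESeq2's Golden Promise contrast 18 of the 33 genes (54.5%) had zeros beside 30 or more counts, against 3.21% of all tested genes. All 7 genes in opposite directions had them, which may explain these calls; with a limit of 100 counts in place of 30, 3 of the 23 and 6 of the 7 had them.

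With the replicate block, Passport had 434 DEGs, 922 genes were shared by more than 1 variety, 69 by all 5 (59 upregulated, 10 downregulated), 878 were downregulated in at least 1 variety, 3 had opposite directions, 9 responded differently and 8 passed the Golden Promise contrast. The genes that the paper itself names had 86 calls in a variety, and 9 of these were lost with the block. Genes added by the naming rule alone are not in these counts. Lost were ADH1_B in Golden Promise and Infinity (edgeR adjusted p = 0.0979 and 0.072) and HORVU.MOREX.r3.2HG0119630 in these and Passport (0.108, 0.0503 and 0.0825). HORVU.MOREX.r3.2HG0215440 (0.0765 and 0.0629) and the aldehyde dehydrogenase (0.0885 and 0.0637) lost their calls in Infinity and Passport. Gained were ADH1_A in Golden Promise (0.0455) and, in Passport, the respiratory burst oxidase (0.0334) and HRE1 (0.0342). No other count of DEGs moved by more than 1.5 times; Regina had 1202. In Golden Promise, Infinity and Pilastro 1 of the 3 correlations between libraries with the same number was negative, so the numbers were not taken to pair the samples (-0.0756, 0.346 and 0.393; -0.0878, 0.273 and 0.223; 0.3, -0.0838 and 0.579). The block fit cannot estimate the F-tests between varieties, so the QTL candidates have no value there.

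Fitted alone, Infinity had 54 DEGs, Pilastro 0 (3452 genes at an unadjusted p under 0.05) and Regina 345. The fits alone gave 522 genes in at least 1 variety (378 upregulated, 144 downregulated), 199 in more than 1 and 0 in all 5 (0 upregulated, 0 downregulated). With a 2-fold threshold, Infinity had 509, Pilastro 353 and Regina 535 DEGs, with 933 in at least 1 variety (628 upregulated, 305 downregulated) and 367 in more than 1. Without a filter, 3 genes were downregulated in all 5 varieties. DESeq2's size factors and the stricter filter changed no count of DEGs by more than 1.5 times.

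The numbers per variety that follow are without 1 of the variety's own libraries. Libraries of the other varieties share the fit and are not covered by these ranges. Golden Promise had 7 (control replicate 3) to 60 (waterlogged replicate 3) DEGs. It had 19 and 19 without control replicates 1 and 2, and 39 and 23 without waterlogged replicates 1 and 2. Infinity had 198 (control replicate 2) to 718 (waterlogged replicate 3), with 485, 457 and 505 without control replicates 1 and 3 and waterlogged replicate 2. Passport had 42 (control replicate 1) to 159 (control replicate 2), with 75, 143, 66 and 140 without control replicate 3 and waterlogged replicates 1, 2 and 3. Pilastro had 165 (waterlogged replicate 3) to 633 (waterlogged replicate 2), with 377, 461, 381 and 463 without control replicates 1, 2 and 3 and waterlogged replicate 1. Regina had 445 (control replicate 2) to 756 (control replicate 1), with 451 without waterlogged replicate 2.

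Genes called in all 5 varieties went from 4 (without Golden Promise control replicate 3) to 60 (without Infinity waterlogged replicate 3), those upregulated from 3 to 53 with the same libraries, and those downregulated from 1 (without Golden Promise control replicate 1) to 7 (without Infinity waterlogged replicate 3). Opposite directions went from 0 to 1 (without Passport waterlogged replicate 3), the interaction test from 0 to 3 (without Infinity waterlogged replicate 3) and the Golden Promise contrast from 2 to 4 (without Golden Promise control replicate 1). Of the 86 calls of the genes that the paper itself names, 46 were lost when at least 1 library of the 30 was left out in turn. With DESeq2 1 was lost and 11 were added. Genes added by the naming rule alone are again not counted. No named gene reversed its direction in a call.

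For Golden Promise and Infinity the closest cluster had 555 genes with 20 centers, of which 27 were among the 231, and 200 (without Passport control replicate 3) to 585 (without Golden Promise control replicate 2) with a library left out. For Pilastro and Regina the closest cluster with DESeq2's selection had 399 genes, but it was high mainly in Pilastro and held 87 of the 260. With the second seed the 4 clusters had 743, 358, 240 and 247 genes, of which 713, 236, 222 and 179 were those of the first seed. PC1 held 27.0% of the variance with 2000 genes, 20.7% with all genes and 22.0% with log2 CPM, and PC4 11.6% with log2 CPM. The median change on the fixed list was 0.81 in Passport and 1.155 in Regina with lists from DESeq2, and 1.155 in Regina with the replicate block. In Regina it was 1.24 (without Regina waterlogged replicate 2) to 1.82 (without Infinity control replicate 2).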

Differences from the paper's values

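The comparisons with the paper's values were planned, and no test was chosen only after a result was seen. The paper's counts come from DESeq2.

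The paper's text gives 220 DEGs in Golden Promise, and edgeR gave 91; DESeq2 gave 220 and no other alternative came near it. For Infinity the paper gives 1307 and edgeR 807, with 1307 from DESeq2 and 1098 with the replicate block. For Passport the values are 592 in the paper and 223 here, with 592 from DESeq2 and 434 with the replicate block. For Pilastro they are 1512 in the paper and 785 here, with 1512 from DESeq2 and 1133 with the replicate block.

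In at least 1 variety the paper counts 2865 DEGs and edgeR 1625; DESeq2 gave 2864, the replicate block 2278 and leaving out Regina control replicate 3 gave 1983. In more than 1 variety the paper counts 1078 and edgeR 599, with 1033 from DESeq2 and 922 with the replicate block. Opposite directions are 7 in the paper and 0 here (64 genes at an unadjusted p under 0.05), with 7 from DESeq2. Upregulated in at least 1 variety are 1811 in the paper and 1059 here, with 1811 from DESeq2, 1403 with the replicate block and 1308 as the highest count with a library left out. Downregulated are 1061 in the paper and 566 here, with 1060 from DESeq2 and 878 with the replicate block.

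Common to all 5 varieties are 98 DEGs in the paper and 33 here, with 98 from DESeq2 and 69 with the replicate block. Of these, 82 are upregulated in the paper and 27 here (DESeq2 82, replicate block 59), and 16 are downregulated in the paper and 6 here (DESeq2 16).

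With the 300 most variable genes the components held 35.8%, 15.6%, 11.3% and 9.92%, the paper's values to the digits given here. The paper places 14 of its 16 common downregulated genes in cluster 9; DESeq2's selection placed 10 of 16 in the cluster that stands for it. The paper states that more than 50% of the Pilastro DEGs were unique, and the share was 49.9% with edgeR and 54.0% with DESeq2. Genes that the paper lists as common and edgeR did not call in a variety, such as HRE1 in Passport (edgeR adjusted p = 0.0596), were called by DESeq2 (adjusted p = 0.00637 for HRE1 in Passport).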

Other observations

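No test of this part was chosen only after its result was seen; the clusters themselves were found in the same data.

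Genes of both clusters that differ between varieties lie beside each other more often than random clustered genes of the same expression. Over both there were 63 neighboring pairs by order of gene ID: 27 in the cluster high in Golden Promise and Infinity, where random sets had a median of 6 and at most 15, and 36 in the cluster high in Pilastro and Regina, where they had a median of 7 and at most 18 (permutation test over random sets, p = 1e-04 each, the smallest they can give). Neighbors were also in excess among the genes that rose (117 against a median of 56) and fell (43 against 16), so an excess is not particular to variety differences. In 8.15% of the genes of both clusters at least 1 variety had 3 counts or fewer in all its libraries, against 2.83% of the other clustered genes. A part of the genome shared or lacking between varieties may contribute, and so may reads of some varieties that align poorly to the Morex reference. Without the varieties' own genomes these stay open beside a difference in regulation, which is untested.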
